# MicroRNA expression and gene regulation drive breast cancer progression and metastasis in PyMT mice

**DOI:** 10.1186/s13058-016-0735-z

**Published:** 2016-07-22

**Authors:** Ruben Nogales-Cadenas, Ying Cai, Jhih-Rong Lin, Quanwei Zhang, Wen Zhang, Cristina Montagna, Zhengdong D. Zhang

**Keywords:** PyMT mouse model, Breast cancer, MicroRNA, Cancer progression, Metastasis, Regulatory modules

## Abstract

**Background:**

MicroRNAs (miRNAs) are small non-coding RNA molecules of about 22 nucleotides which function to silence the expression of their target genes. Numerous studies have shown that miRNAs are not only key regulators in important cellular processes but are also drivers in the development of many diseases, especially cancer. Estrogen receptor positive luminal B is the second most common but the least studied subtype of breast cancer. Only a few studies have examined the expression profiles of miRNAs in luminal B breast cancer, and their regulatory roles in cancer progression have yet to be investigated.

**Methods:**

In this study, using polyoma middle T antigen (PyMT) mice, a widely used luminal B breast cancer model, we profiled microRNA (miRNA) expression at four time points that represent different key developmental stages of cancer progression. We considered the expression of both miRNAs and messenger RNAs (mRNAs) at these time points to improve the identification of regulatory targets of miRNAs. By combining gene functional and pathway annotation with miRNA-mRNA interactions, we created a PyMT-specific tripartite miRNA-mRNA-pathway network and identified novel functional regulatory programs (FRPs).

**Results:**

We identified 151 differentially expressed miRNAs with a strict dual nature of either upregulation or downregulation during the whole course of disease progression. Among 82 newly discovered breast-cancer-related miRNAs, 35 can potentially regulate 271 protein-coding genes based on their sequence complementarity and expression profiles. We also identified miRNA-mRNA regulatory modules driving specific cancer-related biological processes.

**Conclusions:**

In this study we profiled the expression of miRNAs during breast cancer progression in the PyMT mouse model. By integrating miRNA and mRNA expression profiles, we identified differentially expressed miRNAs and their target genes involved in several hallmarks of cancer. We applied a novel clustering method to an annotated miRNA-mRNA regulatory network and identified network modules involved in specific cancer-related biological processes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-016-0735-z) contains supplementary material, which is available to authorized users.

## Background

Breast cancer is one of the most common types of cancer among American women - about 12 % of women in the USA will develop invasive breast cancer during their lifetime - and it is a leading cause of cancer death. It is a heterogeneous disease, with substantial genotypic and phenotypic diversity [1]. Depending on the expression status of estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2), it can be classified into four molecular subtypes: luminal A, luminal B, HER2-positive, and basal-like (or triple-negative) breast cancer. In a widely used mouse model of breast cancer, mammary gland-specific expression of the polyoma middle T (PyMT) oncoprotein under the control of the MMTV promoter/enhancer in transgenic mice (MMTV-PyMT) results in widespread transformation of the mammary epithelium and subsequent development of multifocal mammary adenocarcinomas and metastatic lesions in the lymph nodes and in the lungs [2]. Breast cancer in PyMT mice is particularly noted by its short latency, high penetrance, and a high incidence of lung metastasis [3]. Tumor formation and progression in these mice can be divided into four stages: hyperplasia, adenoma/mammary intra-epithelial neoplasia, early carcinoma, and late carcinoma [4] (we refer to all these four stages as tumor in this study). Whole-genome array profiling indicates that PyMT tumors most closely resemble the luminal B subtype of human breast cancer [5], although end-stage PyMT tumors are ER-negative and PR-negative [4]. Most genetically engineered mouse models that target oncogenes such as PyMT do not fully recapitulate several aspects of the development of human breast cancer. Not only are transgenes expressed at a level different from that of the same oncogenes in human breast cancer, but also throughout the ductal tree [6] they do not target the cell types that are the cells of origin in human breast cancer. Despite these limitations, the use of the PyMT mouse model and other similarly engineered models has been instrumental in elucidating the genetics and biology of breast cancer.

In addition to numerous protein-coding genes, many microRNAs (miRNAs) also play important roles in breast cancer. Since their discovery over two decades ago, miRNAs have been recognized as important regulators of many key cellular processes including development [7], cell cycle progression [8], differentiation [9], and apoptosis [10]. Their dysregulation occurs in various types of cancer [11] and is associated with different stages and aspects such as tumor initiation, drug resistance, and metastatic spread of the disease [12]. While some miRNAs have similar expression patterns across all cancer types, others are cell-type-specific and thus could potentially serve as cancer biomarkers [13]. A recent study using microarray and machine learning data analysis identified a small number of miRNAs differentially expressed in luminal B breast cancer [14]. Another study of miRNA expression in different breast cancer subtypes also identified positive and negative miRNA signatures for ER-positive, PR-positive, and Her2-positive luminal B tumors [15]. From carcinogenesis to metastasis, like any other types of cancer, the development of breast cancer is a multistage process. MiRNAs have been associated with different developmental stages including epithelial to mesenchymal transition (EMT), migration, invasion, and angiogenesis of breast cancer [16].

Affecting approximately 20 % of all patients with breast cancer, luminal B is the second most common but the least studied subtype of breast cancer. Only a few studies have examined the expression profiles of miRNAs in luminal B breast cancer [17–21], and the regulatory roles of miRNAs in the progression of the disease have yet to be investigated. In this study, using a luminal B breast cancer mouse model we profiled miRNA expression at four time points that represent different key stages of cancer progression and identified miRNAs differentially expressed between tumor and normal mammary gland cells. We considered the expression of both miRNAs and messenger RNAs (mRNAs) at multiple time points to improve the identification of potential targets of miRNAs. By combining gene functional and pathway annotation with miRNA-mRNA interactions, we created a PyMT-specific tripartite miRNA-mRNA-pathway network and identified novel functional regulatory programs (FRPs), that is miRNA-mRNA regulatory modules relevant to the development of luminal B breast cancer. The identification of novel cancer-related miRNAs and the FRPs shed new light on the disease mechanisms behind breast cancers, and will help the development of new biomarkers for early cancer detection and drug targets for plausible treatments.

## Methods

### PyMT samples

F1 female mice (PyMT mice hereafter) heterozygous for the PyMT transgene were obtained by random breeding of male PyMT mice (FVB/N-Tg(MMTV-PyVT) 634Mul/J mice, Stock Number: 002374, the Jackson Laboratory) with homozygous FVB female mice. After the mice developed breast cancer, they were used as tumor cases, while homozygous FVB female mice were used as controls. Four time points representing progression to malignancy in the PyMT mouse breast cancer model were sampled: hyperplasia, adenoma/mammary intraepithelial neoplasia (MIN), early carcinoma, and late carcinoma with lung metastasis at weeks 6, 8, 10, and 12 respectively [22]. At each time point, three PyMT mice and three age-matched controls were sacrificed; mammary tumors and normal mammary glands were collected, snap-frozen and kept at −80 °C. Thus, in this study we analyzed 24 samples in total, with three tumor samples as cases and three normal samples as controls at each of four time points. All tumor samples were from primary tumors of mammary glands.

All tumor samples from PyMT mice at 6, 8, 10, and 12 weeks of age were examined and confirmed by a pathologist. Typical morphologic features of those different tumor stages were observed (Additional file 1: Figure S1). As expected, tissues from the hyperplasia and adenoma/MIN stages contain normal mammary gland cells. In carcinoma samples, fibroblast cells can be a major concern. We estimated the sample purity by the percentage of infiltrating cells. Based on H&E staining, the pathology report described less than 5 % stromal and muscle cells and very few inflammatory cells. In general, we had greater than 90 % tumor cells in our carcinoma samples, which surpassed The Cancer Genome Atlas (TCGA) standard (over 60 % tumor cells for human tumor samples). Unlike human samples, tumor samples from the PyMT mice used in this study were filled with tumor epithelial cells and there were very few infiltrating cells due to the acute aggressiveness of tumors in PyMT mice.

### Small RNA extraction and sequencing

Total RNAs and non-coding RNAs (ncRNAs) were extracted from frozen samples using the miRNeasy mini kit (Qiagen, Valencia, CA, USA) according to the manufacturer's protocol. The Agilent 2100 Bioanalyzer was used to check RNA quality. Total RNA was used to create small RNA libraries using the Illumina TruSeq Small RNA Library Preparation Kit (version 1). Libraries were prepared according to the manufacturer's instructions. Purified libraries were used to sequence on Hiseq2500 single-end 1 × 50 b read-length according to standard protocols.

### Small RNA-sequencing (RNA-seq) and RNA-seq data analysis

Using a custom-built analysis pipeline, we processed small RNA-seq data in three steps - adaptor/tag removal, genomic alignment, and comparison with the miRBase [23] - to identify transcribed miRNAs and measure their expression levels. In the first step of data preprocessing, extraneous sequences - the barcode tag (used for sample multiplexing) and the Illumina adaptor - were removed from the 5' and 3' ends, respectively, of each read. After this trimming step, reads 17 to 27 bases long (the size range of mature miRNAs) were aligned to the mouse reference genome assembly (mm10) and RefSeq (release 61) using Bowtie. The locations of read-to-genome alignments were compared with those of known miRNA genes from miRBase. The number of reads that overlap more than 50 % of an miRBase-defined miRNA was counted and used as the expression level of this miRNA. We used edgeR to identify miRNAs expressed differentially between tumor and normal samples [24] (Additional file 2: Table S1).

For RNA-seq data, a separate analysis pipeline was designed and implemented. Sequence reads in FASTQ files were first trimmed for adapter sequences using quart [25]. They were aligned to the mouse reference genome assembly (mm10) using GSNAP [26, 27], which detects novel splicing events and known splice junctions based on the ENSEMBL mouse gene annotations [26], and then assigned to genes using HTSeq-count, a component of the HTSeq Python library [28]. Assignments were made using the union strategy, and alignments with a quality score lower than 10 were excluded. Genes differentially expressed between tumor and normal samples were identified using DESeq [29] (Additional file 2: Table S2). Finally, differentially expressed miRNAs were compared with the ones included in the miRCancer database [30] to identify similar expression in breast cancer and other cancer types.

### Computational miRNA targets prediction

We used the miRNA-mRNA interactions in the M3RNA Database derived from integration of predicted and experimentally validated interactions from different databases [31]. From this database we gathered 1,763,884 potential interactions between 834 miRNAs and 19,876 mRNAs for the whole mouse genome. We tested the correlation between miRNA and mRNA expression to further reduce the false positives in their predicted interactions. We first used a quantile-based method to normalize the counts of small RNA-seq reads from the 24 tumor and control samples and then computed the Spearman correlation for each pair of miRNA and mRNA predicted to interact by base pairing. All interactions with non-negative correlation were filtered out.

To construct miRNA-mRNA bipartite networks we considered four time points in two different ways, either independently or together through transitions (Fig. 1a and b). In the first approach, at each time point for each miRNA, only those interactions with potential targets having ectopic expression levels of opposite sign remained. In the second approach, the transition for each miRNA is discretized into three classes. With this aim, transitions (*T*) in miRNA pseudo fold-change (*ϕ*FCs) expression (tumor samples over normal samples) between two consecutive time points (*t* + 1 and *t*) were calculated:

**Fig. 1:**
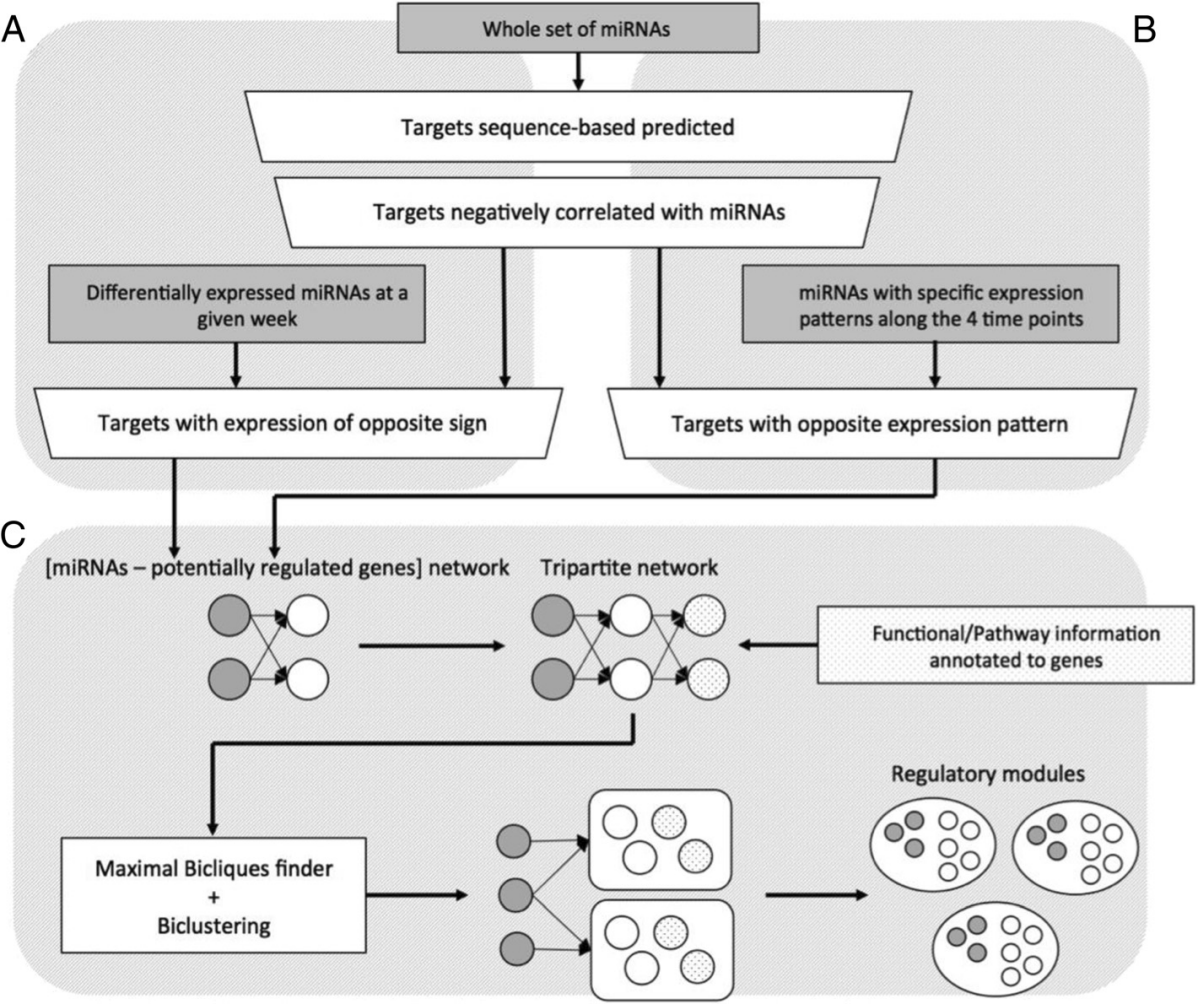
MicroRNA (miRNA) sequencing data analysis. **a** Identification of stage-specific differentially expressed miRNA-messenger RNA (mRNA) regulatory network. At each time point, for a differentially expressed miRNA and one of its mRNA targets predicted based on their sequence complementarity from the m3RNA database, we calculated the correlation between their expression levels (reads per kilobase million (RPKM)) from all 24 samples. Any miRNA-mRNA interaction with positive correlation was filtered out. Thus, only miRNA-mRNA pairs with opposite differential expression were included in the regulatory network for each cancer developmental stage. **b** Identification of overall transition pattern-specific miRNA-mRNA regulatory network. We classified miRNAs into 27 groups based on the overall expression patterns of the three consecutive stage transitions. In each group, only mRNA-miRNA pairs with opposite transition patterns were considered. **c** Identification of miRNA regulatory modules. We first annotated genes in a miRNA-mRNA regulatory network with functional and structural terms from Gene Ontology Biological Process, Kyoto Encyclopedia of genes and genomes (KEGG) pathways, Panther pathways, and Interpro domains. Using a maximal biclique analysis followed by bi-clustering, we then identified sets of coherently related genes and annotation terms. The miRNA regulatory modules were formed by adding miRNAs to corresponding sets that they potentially regulate

$$ {T}_i=\phi F{C_i}^{\left(t+1\right)}\hbox{--} \phi F{C_i}^{(t)} $$

when *ϕ*FC of miRNA *i* at a given time point *t* was calculated by

$$ \phi F{C}_i^{(t)}\kern0.5em =\kern0.5em \left\{{}_{-{2}^{- \log F{C}_i^{(t)}\kern4em }\mathrm{if}\kern0.5em  \log F{C}_i^{(t)}\kern0.5em <\kern0.5em 0}^{2^{\log F{C}_i^{(t)}}\kern5em \mathrm{if}\kern0.5em  \log F{C}_i^{(t)}\kern0.5em \ge \kern0.5em 0}\right.. $$

Based on their mean *μ* and standard deviation *σ*, they are discretized into three classes: increase, *C*_*i*_ = ' + ' if *T*_*i*_ > *μ* + 0.4 × *σ*; no change, *C*_*i*_ = '0' if *μ* – 0.4 × *σ < T*_*i*_ < *μ* + 0.4 × *σ*; and decrease, *C*_*i*_ = '–' if *T*_*i*_ < *μ* – 0.4 × *σ*. Because there are three classes for each of the three transitions between four consecutive time points, there are 3^3^ = 27 different transition patterns: '+++', '++0', '++ − ', and so on. In our downstream analysis, we focused on miRNAs with a non-increase (involving only '0' or ' + ' transitions) or non-decrease (involving only '0' or '–' transitions) trend in their expression. miRNAs and their potential targets with corresponding opposite transition patterns (Fig. 2) were used to build the interaction networks, which were later integrated with functional annotations and pathways for identification of regulatory modules.

**Fig. 2:**
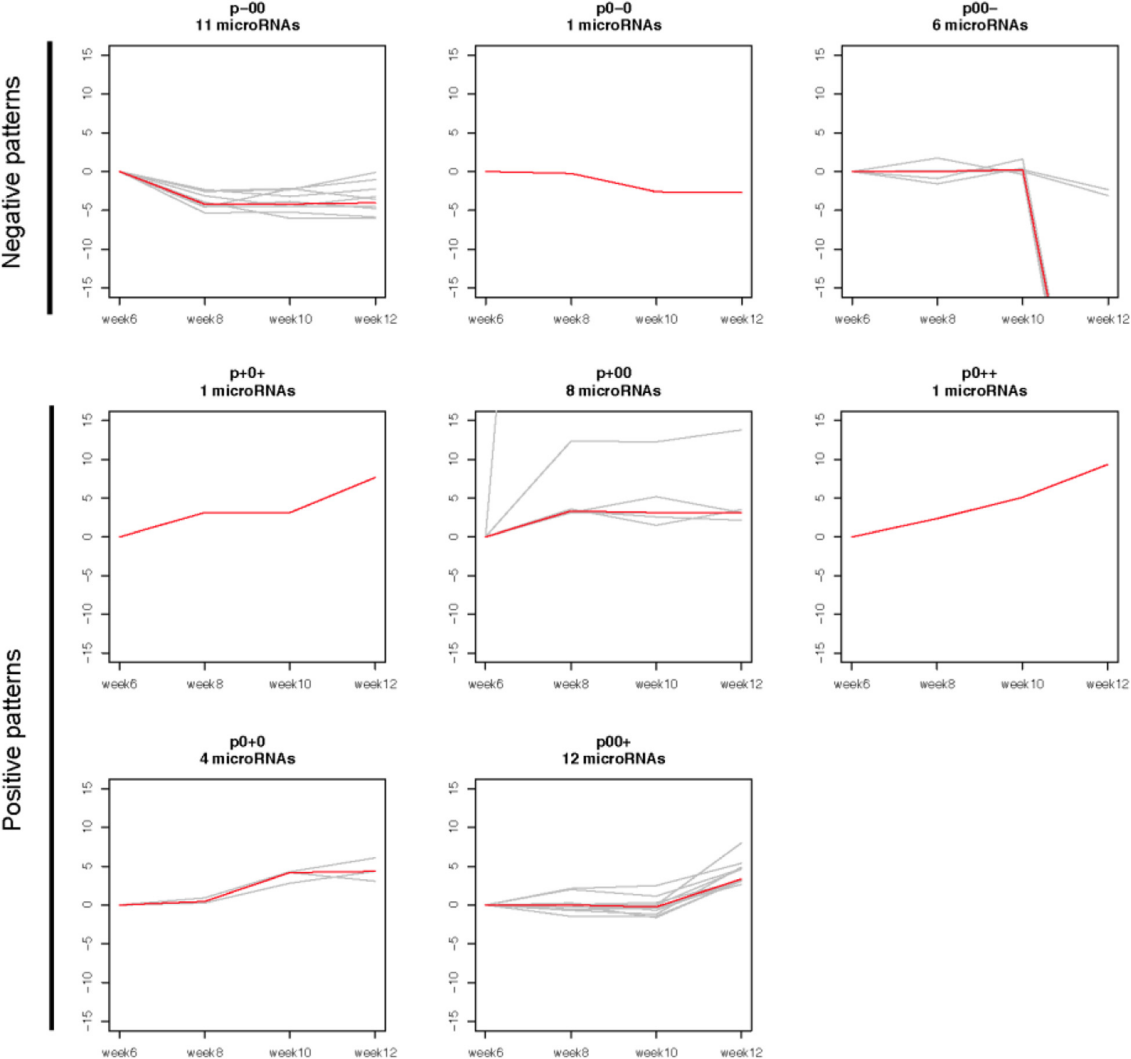
Transition patterns of microRNA (*miRNA*) expression during cancer progression. Each *gray line*, re-based to 0 at week 6, shows the pseudo fold-changes (*ϕ*FCs) of a particular miRNA at the four assayed time points. Expression change during each stage transition was discretized into increase (+), no change (*0*), or decrease (–). All miRNAs with the same transition pattern, e.g., *p–00*, are plotted together in one plot, in which the transition pattern and the number of miRNAs are given at the *top*. The *red line* in each plot indicates the median *ϕ*FCs. Only positive and negative patterns without opposite changes are shown here. See Additional file 1: Figure S2 for the whole set of 27 transition patterns

After this filtering process, we compared the potential interacting miRNAs-mRNAs pairs with those reported in the CancerMiner study by considering the recurrent score computed for all types of cancer, the specific score computed for breast cancers and the minimum score computed for any of the 11 human cancer types [32].

### Functional and pathway enrichment analysis

Pairs of miRNAs and their targeted genes were analyzed for enrichment of biological functions. Using GeneCodis [33, 34], we examined Gene Ontology Biological Process terms [35], Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [36], and Panther Pathways [37] annotations. We used the singular enrichment analysis functionality of the tool and the hypergeometric statistical test to calculate the *P* values with multi-test correction by the false discovery rate (FDR) method. As the reference background for the statistical test, we used the whole mouse gene set from Ensembl (Release 65).

Enriched terms were manually annotated based on the 10 different hallmarks of cancer proposed by Hanahan and Weinberg [38]. We considered an additional category 'neural genetics', as some of the terms seemed to fit in this description, in agreement with studies relating both cancer genetics and neuronal disorders such as Alzheimer's disease [39]. See Additional file 2: Table S3 for correspondence between enriched terms and categories.

### Identification of functional-regulatory programs

Due to the high density of the networks, a simple approach such as clustering could not provide good results. Instead, given the functional relatedness of the miRNAs and mRNAs from a single module, for each network, we annotated the mRNAs from each module with Gene Ontology Biological Process terms, Interpro motifs [40], KEGG and Panther Pathways and thus extended bipartite networks into tripartite networks (Fig. 1c). Subnetworks including only mRNAs and their biological terms were then searched for statistically significant maximal bicliques (MBs) or, equivalently, the closed item sets [41]. As GeneCodis enrichment analysis is based on the identification of closed item sets from annotated genes, we used it to identify the MBs from the annotated mRNAs. Each MB is a subset of mRNAs and biological terms. In our study, we only considered MBs that are statistically significant compared with the whole mouse gene set and used a biclustering-based method [42] to remove the redundancy of overlapping genes and biological terms in the initial MBs. We considered in each case MBs including the minimum number of genes that maximize the general silhouette value, guaranteeing less overlap with other MBs and the best inner coherence. For each week, respectively we used 8, 7, 7, and 6 as minimum support. We also considered the miRNAs with positive and negative trending patterns along the 4 weeks, in both cases we used a minimum support of 4. To reduce false positives, only MBs with positive silhouette values were further considered. Finally, we constructed the final FRPs by adding to each MB the miRNAs connected with the mRNAs included in that MB.

## Results and discussion

### Global miRNA expression profiles and potential targets in PyMT mice

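Small RNA from mammary tumors of 3 PyMT mice and normal mammary glands of 3 age-matched FVB mice was sequenced at each of weeks 6, 8, 10 and 12, which gave 24 libraries. The authors removed adaptor and barcode, aligned the remaining short reads and deposited the number of reads counted on each miRNA, without normalization. The deposited table lists 510 miRNAs, and 364 of them had at least 1 count. Total counts per library ranged from 1032241 to 3931375, with a median of 2964452 in the normal libraries and 1690296 in the tumor libraries. At these depths, 3 counts correspond to between 0.763 and 2.91 CPM before TMM normalization, where CPM is the count scaled to the library. The most counted miRNA was miR-143 in every normal library, with 15.6% to 24.7% of the counts, and miR-148a in every tumor library, with 29.5% to 46.0%.

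The tumor and normal libraries of each week were compared with edgeR's quasi-likelihood test after TMM normalization, on the 237 miRNAs kept by the filter of edgeR over the 8 groups. At a Benjamini-Hochberg adjusted p-value under 0.05, 139 miRNAs were differentially expressed at week 6, 84 at week 8, 143 at week 10 and 120 at week 12. The same weeks gave 153, 115, 152 and 135 miRNAs at an unadjusted p-value under 0.05. No overlap between the 3 tumor and the 3 normal libraries was seen for 68.8%, 52.7%, 66.7% and 64.1% of the tested miRNAs, where chance gives 10%. Over the weeks together, 189 miRNAs were differentially expressed at 1 or more time points. Among the alternatives, the classic exact test of edgeR gave 160 such miRNAs and a minimum of 10 counts in every library gave 141.

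The replicate numbers in the sample labels were also used as a block, as 1 of the alternatives. Tumor and normal libraries of the same week and number deviated from their group means together. The mean correlation of these deviations across miRNAs was 0.41 over the 12 same-numbered pairs and -0.18 over the pairs with different numbers (p = 0.00386, exact permutation test over 1296 matchings, one-sided). Deviations from a group mean cancel within the group, so that the value for different numbers follows largely from the other and is no separate evidence. With the block, 135, 131, 158 and 117 miRNAs were differentially expressed at weeks 6, 8, 10 and 12, and 192 at 1 or more time points.

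**Figure D1:**
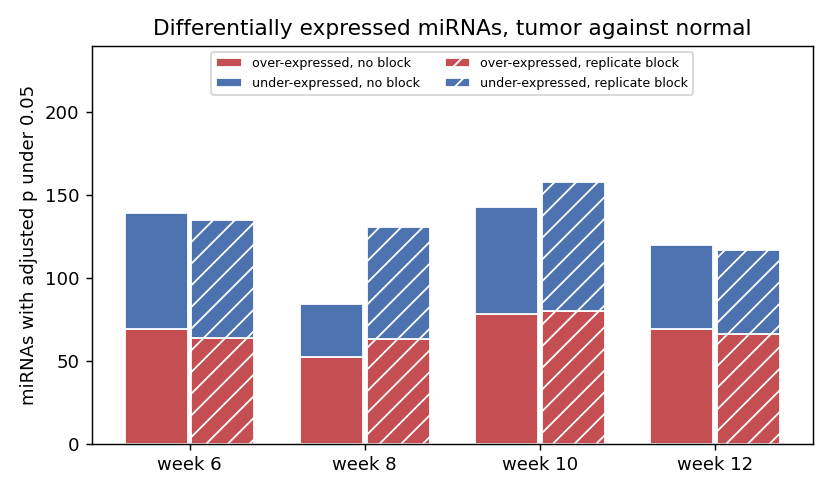
Number of miRNAs with an adjusted p-value under 0.05 (vertical axis) at each week, over-expressed in tumor (red) or under-expressed (blue), without a block (plain bars) and with the replicate number as a block (hatched bars). The largest difference between plain and hatched bars is at week 8, with 84 and 131 miRNAs.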

By comparing miRNA expression between tumor and normal samples at each of the four time points in our study, we identified 151 differentially expressed miRNAs at one or more time points during breast cancer progression in PyMT mice (Fig. 3a). They can be separated into two groups: 75 miRNAs over-expressed in tumor and the remaining 76 under-expressed. 

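Of the 189 differentially expressed miRNAs, 89 were over-expressed in tumor and 100 were under-expressed. The weekly tests gave 69 over-expressed and 70 under-expressed miRNAs at week 6, 52 and 32 at week 8, 78 and 65 at week 10, and 69 and 51 at week 12. The median log2 fold change of the over-expressed miRNAs lay between 1.44 and 1.65 at the different weeks, and that of the under-expressed ones between -1.41 and -1.12. Under the block, 63 miRNAs were over-expressed and 68 under-expressed at week 8, and 87 and 105 at 1 or more time points. Library sizes in place of TMM gave 56 over-expressed and 83 under-expressed miRNAs at week 6, 33 and 25 at week 8, and 84 and 103 at 1 or more time points.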

The 10 most upregulated miRNAs at any of the four time points are miR-9, miR-466a/e/f/p, miR-3105, miR-5128, miR-6539, miR-6909, and miR-7648. 

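miR-9 had a log2 fold change of 5.57 at week 12 (standard error 1.30, n = 3 per group, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its spread between tumors was large, with 1134 ± 1669 CPM (SD, n = 3) against 23.8 ± 4.62 CPM in the normal glands. With 1 replicate left out, this log2 fold change ranged from 2.85 to 6.22 and stayed past the threshold in all 6 fits. miR-466a had its highest log2 fold change at week 10, 3.68 (standard error 0.44, adjusted p = 5.93e-04 from the same edgeR test), from 15 to 34 counts per tumor library and 2 to 7 per normal library. For miR-466e, which the annotation of mm9 places in an intron of Sfmbt2 on chromosome 2 from 10400713 to 10400798, the log2 fold change was highest at week 10 as well, 3.41 (standard error 0.31, adjusted p = 1.87e-04 from edgeR). Under the block, the edgeR log2 fold change of miR-9 at week 12 was 4.06 with an adjusted p of 3.20e-04. miR-466f had 27 counts in all libraries together, 23 of them in tumors, and did not pass the filter. The deposited table has no entry named miR-466p, miR-3105, miR-5128, miR-6539, miR-6909 or miR-7648. Among the miRNAs past the threshold whose tumor and normal libraries did not overlap, miR-1965 had the highest log2 fold change at week 6 (3.86), miR-31 at week 8 (3.83), miR-466a at week 10 and miR-9 at week 12.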

The 10 most inhibited miRNAs are miR-1a, miR-133a/b, miR-196a, miR-206, miR-208b, miR-211, miR-592, miR-653, and miR-1963. 

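The file lists miR-1a as miR-1. At week 12 its log2 fold change was -7.37 (standard error 2.03, n = 3 per group, adjusted p = 0.0199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and those of miR-133b and miR-133a were -6.19 and -6.08. In 7 of the 8 groups, miR-1a and miR-133a were highest in the same library. The values at week 12 rested on the spread between normal glands, since the counts of miR-1a at week 12 ran from 49 to 13662 in normal libraries and from 7 to 21 in tumor libraries. With 1 replicate left out, the week 12 value of miR-1a ranged from -7.99 to -2.72. That of miR-133b ranged from -6.81 to -2.57 and that of miR-133a from -6.70 to -1.76. Of the 6 fits, 3, 3 and 2 were past the threshold for miR-1a, miR-133b and miR-133a. Under the block, the week 12 values were -4.70 for miR-1a, -4.41 for miR-133b and -2.88 for miR-133a, with adjusted p of 0.00932, 0.00629 and 0.0699 in edgeR, so that miR-133a was not past the threshold. At week 10 the block gave -1.13, -1.87 and -1.01 for miR-1a, miR-133b and miR-133a, all past the threshold (highest adjusted p = 0.0197 in edgeR), where the test without it gave -1.67, -1.91 and -1.36 and called none of them. Without normal replicate 3, and with its same-numbered tumor library kept, the values of week 10 were 5.00, 4.46 and 5.45. miR-196a had a log2 fold change of -6.90 at week 6 (standard error 2.38, adjusted p = 0.0390 from edgeR), where 1 normal library held 2556 counts. It was not past the threshold at the other weeks, with adjusted p between 0.223 and 0.387 in the edgeR test. Blocked by replicate, miR-196a was lower in tumor at all 4 weeks, with log2 fold changes from -5.98 to -1.69 and the highest adjusted p at 0.00924 in edgeR, and its normalized count was lower in the tumor library of all 12 same-numbered pairs. miR-592 had a log2 fold change of -5.33 at week 12 (standard error 0.76, adjusted p = 0.00148 from edgeR), and the block called it at all 4 weeks (highest adjusted p = 0.0394 in edgeR). miR-206, miR-208b, miR-211, miR-653 and miR-1963 did not pass the filter, with 75, 31, 101, 69 and 52 counts over the 24 libraries. Of these counts, 64, 31, 91, 63 and 44 were in normal libraries. miR-208b was listed at 0 in every tumor library, and 29 of its counts were in a single normal library of week 12.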

There were 80 differentially expressed miRNAs at two or more time points and, significantly, all of them had consistent directions of differential expression at different time points. This dichotomous differential expression pattern suggests that these miRNAs function as promoters or suppressors in PyMT breast cancer development. 

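Here 140 miRNAs were differentially expressed at 2 or more time points, 76 over-expressed and 64 under-expressed, and none of the 237 tested miRNAs changed direction between weeks at which it passed the threshold. At all 4 weeks, 62 miRNAs passed it, 44 over-expressed and 18 under-expressed. Of the 140 miRNAs, 136 had log2 fold changes of the same sign at all 4 weeks, whether past the threshold or not. The replicate block gave 155 miRNAs at 2 or more time points, and the lowest count among the other alternatives that used all replicates was 102, with an absolute log2 fold change of at least 1. Leaving out 1 replicate gave from 90 to 132. The number with opposite directions was 0 under each of the 10 alternatives and in each of the 6 fits that left out 1 replicate. From the same direction at different time points, the paper proposes that these miRNAs act as promoters or suppressors of the cancer.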

Our survey of relevant literature on human and mouse breast cancer revealed that 70 of the 151 differentially expressed miRNAs were shown to be differentially expressed in previous studies (Additional file 1: Supplementary text). Among them, 30 appeared to act as tumor promoters and the other 40 as suppressors. The number of over-expressed miRNAs increases along the four time points. 

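The number of over-expressed miRNAs was lower at week 8 than at week 6, highest at week 10 and at its week 6 level again at week 12. A single fit of all 24 libraries gave 69, 70, 71 and 76 at weeks 6, 8, 10 and 12, a rise at every step, and the replicate block 64, 63, 80 and 66. Without 1 replicate, it ranged from 44 to 72 at week 6, 32 to 48 at week 8, 61 to 73 at week 10 and 50 to 68 at week 12. The counts moved little with depth, since with every library thinned at random to 1032241 counts each, 68, 50, 73 and 64 miRNAs were over-expressed.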

Among over-expressed miRNAs, e.g., miR-31, miR-96, and miR-92b, which are known to be involved in cancer progression, eight miRNAs (miR-466b/c/p, miR-674, miR-672, miR-1983, miR-3105, and miR-6539) have not been shown to play a role in breast cancer progression. 

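miR-31, miR-96 and miR-92b lie on chromosomes 4, 6 and 3 of mm9, at 88556461 to 88556566, 30119446 to 30119551 and 89031038 to 89031120. The log2 fold change of miR-92b was between 3.20 and 3.55 over the weeks (highest adjusted p = 0.00189, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 2.38e-04 with the replicate block), with 1041 ± 93.9 CPM in tumor and 113 ± 58.1 CPM in normal glands at week 12 (SD, n = 3). miR-466b and miR-466c are listed in introns of Sfmbt2, with 8 and 2 copies, and reads of such copies cannot be told apart in counts by name. miR-466b had log2 fold changes from 2.29 to 3.48 and miR-466c from 2.34 to 3.17, with the highest adjusted p at 0.00189 and 0.0114 in edgeR (0.00131 and 0.00518 with the block). miR-674 had log2 fold changes from 1.61 to 1.92 and miR-1983 from 2.34 to 3.06, with the highest adjusted p at 0.0170 and 0.0183 in edgeR (0.00291 and 0.00220 with the block). For each of these miRNAs the 3 tumor libraries lay above the 3 normal libraries at every week. Left-out replicates kept the direction of all of them, and the highest edgeR adjusted p then rose to 0.0589 for miR-674 and 0.0529 for miR-1983. miR-672 was listed at 0 in every library, like 55 of the 56 miRNAs that the annotation places only on the X chromosome.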

We compared the expression profiles of 94 miRNAs differentially expressed in PyMT mice with their corresponding human orthologs in miRCancer [30] and found a large degree of concordance in their expression patterns. When only breast cancer was considered, 77.14 % of the intersecting miRNAs shared the same expression direction (upregulation or downregulation) in cancer in humans and mice. When all cancer types were considered, the concordance rate increased to 89.06 %.

**Fig. 3:**
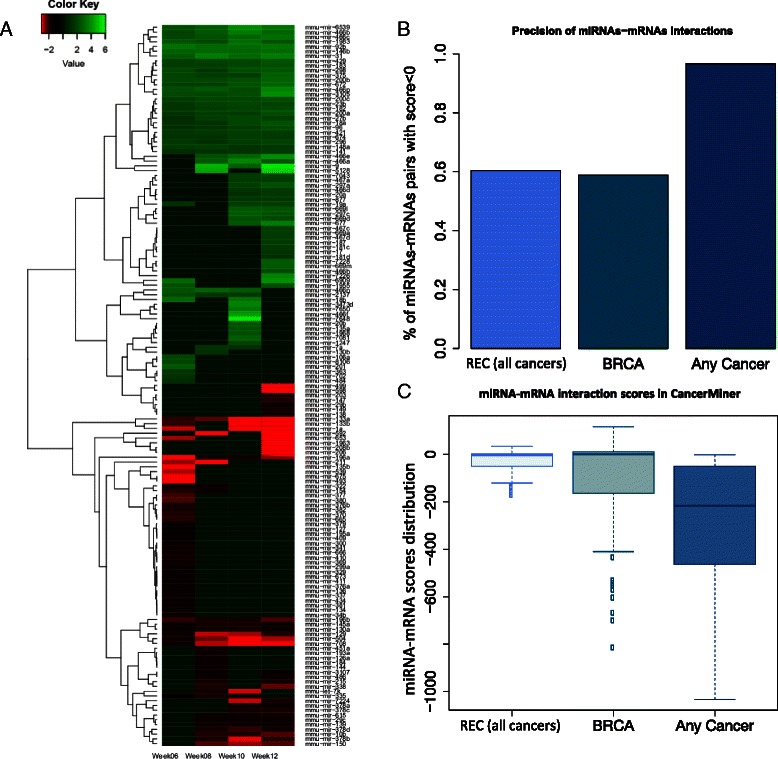
MicroRNA (*MiRNA*) expression analysis and miRNA-messenger RNA (*mRNA*) interaction validation. **a** MiRNA expression profiles during breast cancer (*BRCA*) progression in PyMT mice. The hierarchical clustering of miRNAs was carried out with the Ward method and the Euclidean distances of their expression profiles. The *red dots* indicate the miRNAs already present in another breast cancer study. **b** Comparison of PyMT miRNA-mRNA interactions with their human cancer orthologs. From the CancerMiner database for each human orthologous miRNA-mRNA pair, we calculated the average of recurrent scores for all cancer types and obtained the specific score for breast cancer and the minimum score for any cancer type. The more negative the score, the more reliable the validation of the interaction. Therefore, 0 was used as the threshold to differentiate false and true positives. **c** Score distributions of human orthologs of PyMT miRNA-mRNA interactions in CancerMiner. The negative values indicate the interactions are validated by all three different datasets

By considering both expression profiles and computational predictions based on sequence complementarity, we identified a total of 10,334 interactions between 178 miRNAs and 1553 mRNAs. In the dense miRNA-mRNA bipartite networks formed by these interactions considering each week independently, miRNAs regulate on average 46 genes and genes are regulated on average by 6 miRNAs. We used a two-step approach - integrated predictions followed by expression-based filtering - to increase the robustness of the bioinformatic prediction of miRNA targets. We compared the resulting miRNAs-mRNA interactions with the ones validated and compiled in CancerMiner [32]. Approximately 60 % of miRNA-mRNA pairs identified in PyMT mice are consistent with those appearing either recurrently in 11 different human cancers or only in human breast cancers. This precision increases to approximately 100 % when only miRNA-mRNA interactions that appear in at least one of the 11 human cancers included in CancerMiner are considered (Fig. 3b).

### Novel miRNAs involved in PyMT breast cancer

Among 151 differentially expressed miRNAs that we identified in breast cancer in PyMT mice, 82 were not previously known to play a role in breast cancer in either humans or mice. 

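Of the 35 miRNAs of Table S4, 34 had an entry in the deposited counts. Among these, 3 were at 0 in every library and 9 had counts but did not pass the filter. The remaining 22 were tested and all of them were differentially expressed at 1 week or more, 11 over-expressed and 11 under-expressed, each in the direction given in Table S1. At 2 or more weeks 15 were past the threshold, and at all 4 weeks 6 were. The replicate block again had 22 past the threshold at 1 week or more. Since the list was taken from calls on these same libraries, the share past the threshold is no independent measure of it.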

Of these novel breast cancer miRNAs, 35 were found to potentially regulate 271 genes based on their sequence complementarity, expression correlation, and expression change direction (Additional file 2: Table S4). Further examination showed that 26 of them could regulate 69 genes that are known to be involved in breast cancer-related pathways and biological processes. We used Gene Ontology (GO) Biological Process and KEGG pathways to annotate these miRNAs based on their potential gene targets. Among them, 22 potentially regulate targets involved in cell and focal adhesion functions [GO:0030155, GO:0007156, KEGG:04510, and KEGG:04514], 10 linked with cell migration [GO:0016477 and GO:0030335], and 7 related to angiogenesis [GO:0001525] or tight junction [KEGG:04530]. We also carried out Interpro domains analysis and found 14 and 10 miRNAs that regulate gene targets with Fibronectin, type III domain (IPR003961) and epidermal growth factor-like domains (IPR006210, IPR000742, and IPR001881), respectively. This indicates a direct relationship of the regulatory activity of these novel miRNAs in cancer processes.

### Functional assessment of differential miRNAs regulation

As the tumor develops in PyMT mice, more regulated genes become involved in cancer-related biological processes and pathways, including cell adhesion, cell differentiation, multicellular organismal development, tight junction, and cell adhesion molecules (Fig. 4 and Additional file 2: Table S5), which all include both upregulated and downregulated genes. Such increase confirms the active growth related to metastasis, especially in weeks 10 and 12, affecting different aspects of the cancer including cancer metabolism such as lipid and glucose metabolic processes. MiRNAs related to angiogenesis are more active at the first two time points, in agreement with not only the essential role of the blood vessel formation in the early stages of cancer progression but also observations made in previous studies that the transition from dysplasia to adenoma in PyMT mice between 5 and 8 weeks coincides with activation of angiogenesis largely mediated by an influx of macrophages into the tumor tissue [43] in a vascular endothelial growth factor-dependent manner [44]. This finding implies that the early activation of angiogenesis in PyMT mice is probably due to the dysregulation of miRNAs. 

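miR-182 lies on chromosome 6 of mm9 from 30115918 to 30115992, and miR-148a on the same chromosome from 51219811 to 51219909. The log2 fold change of miR-182 was 1.79 at week 6 (standard error 0.15) and 2.03 at week 8 (standard error 0.25), with adjusted p of 2.58e-04 and 0.00189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At weeks 10 and 12 it was 2.00 and 2.21. For miR-148a it was 1.93 at week 6 (standard error 0.19) and 2.06 at week 8 (standard error 0.32), with adjusted p of 5.04e-04 and 0.00327 from the same edgeR test, and 1.67 and 1.57 at weeks 10 and 12. With the replicate block, the highest adjusted p in edgeR over the weeks was 2.64e-04 for miR-182 and 0.00470 for miR-148a. In tumors of week 6, miR-148a had 328848 ± 19653 CPM (SD, n = 3), against 86571 ± 17244 CPM in normal glands. Without it and the other 4 most counted miRNAs, at least 94.8% of the other calls of each week were made again.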

For example, miR-182 and miR-148a are differentially expressed in weeks 6 and 8, and they regulate *ENPEP*, *EFNB2*, *S1PR1*, and *MMP19* - four genes related to blood vessel morphogenesis or vascular endothelial growth factor (VEGF) signaling.

**Fig. 4:**
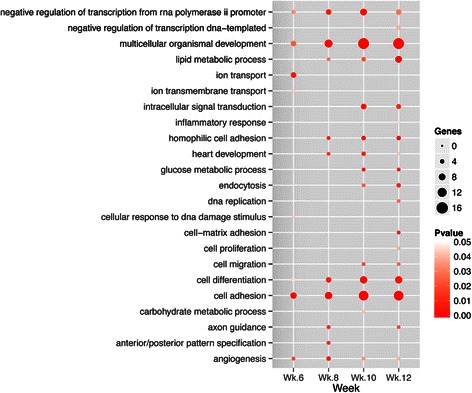
Functional enrichment analysis. The statistically enriched Gene Ontology (GO) terms about biological processes were identified among genes potentially regulated by differentially expressed microRNAs (miRNAs) at each assayed time point. The size of the *dot* indicates the number of genes with the annotation of the term. Its *color* indicates the statistical significance of the enrichment. Its absence indicates the annotation is not enriched at the given time point. Biological terms appear in an alphabetical order in the figure. The full enrichment analysis results are included in the supplementary material (Additional file 2)

The comparison between the enriched functional and pathway terms and the proposed hallmarks of cancer [38] revealed two key features of the involvement of miRNAs in breast cancer development (Fig. 5). First, miRNA regulatory activity is focused on three different aspects of cancer: activating invasion and metastasis, sustaining proliferative signaling, and evading growth suppressors. Second, miRNA regulation is more active between weeks 8 and 10, during which the tumor transitions from adenoma to carcinoma. The only exception of cancer hallmarks under miRNA regulation to this time frame is the induction of angiogenesis, which, as shown earlier, is more active in the first 2 weeks.

**Fig. 5:**
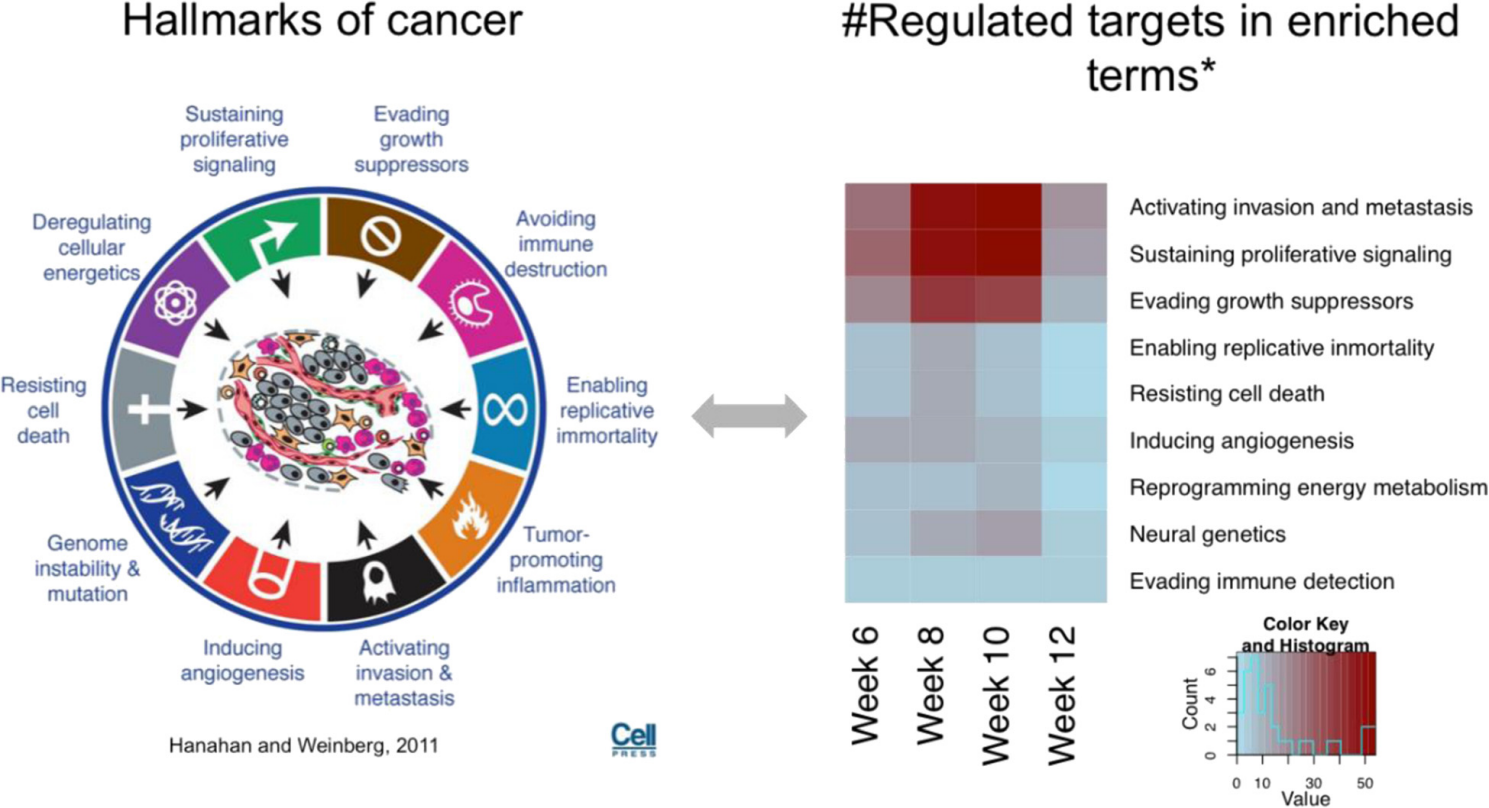
MicroRNA (MiRNA) gene targets and hallmarks of cancer. Enriched functional and pathway terms were combined according to the hallmarks of cancer [38]. The *heatmap* indicates the number of miRNA-regulated genes annotated to each hallmark at each time point. An additional category, 'Neural genetics', was added to combine biological terms related to neural processes and disorders. *Red* indicates high transcriptional activity for the corresponding hallmark and time point. The heatmap suggests that activation invasion and metastasis, sustaining proliferative signaling, and evading growth suppressors are more active, especially in the transition to the carcinoma stages

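The paper's rule for transitions, which includes no test, was applied to the log2 fold changes of the weekly edgeR fits for the 364 miRNAs with at least 1 count. Each log2 fold change was turned into the paper's pseudo fold-change, a transition was the difference between consecutive weeks, and a transition more than 0.4 SD from the mean of all miRNAs was an increase or a decrease. By this rule, 34 miRNAs had a negative and 43 a positive pattern. Many patterns rested on few counts, since 31 of the 43 positive and 15 of the 34 negative miRNAs never had more than 10 counts in a library. The filter of the differential expression test kept 9 and 13 of them. With a threshold of 0.5 SD the positive patterns numbered 27, and with the mean and SD pooled over the transitions the negative ones numbered 17. Restricted to the miRNAs kept by the filter, 23 positive and 21 negative patterns were found. Leaving out 1 replicate gave 17 to 46 positive and 20 to 50 negative patterns, and 1 miRNA of each kind had such a pattern in all 6 of these fits. In the fit of all 24 libraries, the tumor-normal difference varied between weeks for 0 of the 237 tested miRNAs at an adjusted p under 0.05, and for 9 at an unadjusted p under 0.05, where chance gives 11.9. With same-numbered tumor and normal libraries of a week as a block in that fit, chosen after seeing the data, the counts were 0 and 13.

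**Figure D2:**
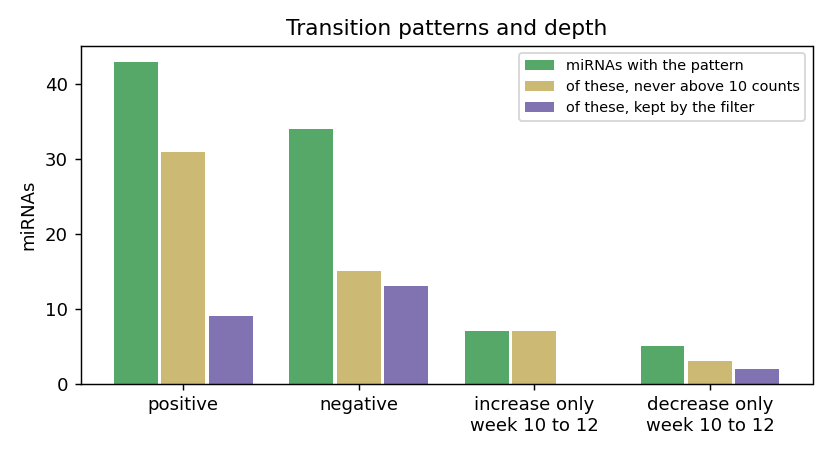
Number of miRNAs (vertical axis) with each kind of transition pattern (green), those of them that never had more than 10 counts in a library (yellow) and those kept by the filter (purple). Of the 43 positive patterns, 31 belong to miRNAs that never had more than 10 counts.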

We identified 18 and 26 miRNAs with negative and positive transition patterns, respectively, along the four time points and analyzed their gene targets separately. The majority of enriched pathways are related to gene targets regulated by miRNAs with higher expression levels, indicating an increased miRNA regulatory activity during cancer progression. The enriched pathways include WNT, hedgehog, and calcium signaling pathways, which are highly related to breast cancer development and cell migration [45, 46].

### Identification and characterization of FRPs

Regulation of any biological processes involves multiple miRNAs and their gene targets. We integrated miRNA target prediction, gene expression profiling, and functional annotation to obtain a global picture of miRNA gene regulatory programs behind breast cancer development and insights into their functional implications. Data integration enabled us to identify FRPs from the mRNA-miRNA bipartite network at each time point and for miRNAs with positive or negative trends in expression along the time points (Additional file 2: Table S6). Some of these programs appear either concurrently along the whole progression or in certain sequential phases (Table 1). Interestingly, 7 out of 12 are especially related to transmembrane processes and the passage of molecules across the cell membrane. We can infer from here the importance of this traffic in phases like activating invasion and metastasis, inducing angiogenesis or proliferation and the special role of miRNA regulation. Some of them, like epidermal growth factor, angiogenesis, cell adhesion molecules, and calcium ion transport are well-known to be relevant to many different aspects of cancer. For example, miR-182, miR-141, miR-18b, miR-200a, miR-17 and, especially, miR-421 appear recurrently along PyMT cancer progression regulating genes involved in ABC transporters (*DNAH8*, *ABCC5*, *ABCA8A*, *ABCB4*, and *ABCA8B*), which are significant in cancer research due to their impact in treatment resistance [47].

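miR-141 was over-expressed in tumor at all 4 weeks, with log2 fold changes from 1.48 to 1.78 (highest adjusted p = 0.00366, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.00518 with the replicate block). miR-17, in an exon of Mir17hg on chromosome 14 of mm9 (115442893 to 115442976), had log2 fold changes from 1.15 to 1.54 (highest adjusted p = 0.0296 in edgeR, and 0.0162 with the block). miR-18b and miR-421 lie on the X chromosome and were listed at 0 in all 24 libraries, so that no difference could be computed for them.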

**Table 1:** Recurrent microRNA (miRNA) regulatory modules in PyMT breast cancer

Module	Number of genes	Number of miRNAs	Genes regulated during tumor progression
ABC transporters	22	69	*DNAH8 ABCC5 ABCA8A ABCB4 ABCA8B*
GPCR + cell surface receptor	18	63	*ADGRB2 ADGRE5 ADGRG3 ADGRL1 ADGRL4 FZD9 L1CAM*
Fatty acid metabolism	16	57	*ACSL1 ACADL ECH1 ECHS1 HPGD PPARA SNCA*
Cytokine-cytokine receptor + immune response	50	100	*IL1B CX3CR1 PDGFRA GDF5 PDGFRB CXCL15 CXCL1 TNFRSF11A IL7R SBSPON BMP6*
Epidermal growth factor	32	87	*C1RA CCBE1 BMP1 NPNT NRG4 CD93 DLK1 ADGRE5 FAT4 WIF1 LAMA4 ADGRL4 TLL1 ADAM19*
Cell adhesion molecules	41	86	*JAM3 MPZ PTPRM MPZL1 CADM3 NLGN2*
Calcium ion transport	16	56	*ATP2C2 GJA4 CACHD1 TRPM6 CACNA1H RYR2 CYP27B1 CACNA1A RAMP2 JPH2*
Calcium signaling + GPCR, rhodopsin-like domain	40	80	*MYLK NOS1 PDGFRA AGTR1A PTGER3 HRH1 PDGFRB HTR7 PTGER1 HTR4 CACNA1H ADRB3 RYR2 SLC8A2 ADCY3 CACNA1A HTR2A LPAR2 S1PR1 TSPO*
Fibronectin domain	49	101	*CHL1 PHYHIP SPEG EPHA2 MYLK PTPRM MYOM3*
GTP-binding + RAS GTPase	22	68	*RAB36 RAB3D RAB15*
Angiogenesis	18	52	*EPHA2 ANGPT2 JAM3 TNFAIP2 CCBE1 ENPEP FGF1 CYP1B1 EFNB2 S1PR1 TGFA RAMP2 MMP19*
Axon guidance + semaphorin domain	23	76	*SRGAP3 SEMA4G EPHA2 SEMA3A PLXNA1 EFNB1 SEMA3C DPYSL2 NFATC2 RGS3 L1CAM ABLIM2 LRRC4C SLIT3 PLXND1 ITGB3*

After we clustered miRNAs according to their expression profiles (Additional file 2: Table S7), the groups of miRNAs associated with the most gene targets are the ones with significant changes in expression only between weeks 10 and 12, the last two time points. 

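By the same rule, 7 miRNAs increased only from week 10 to week 12, and 5 decreased only in that transition. None of the 7 passed the filter, so that they were not tested, all 7 stayed at or below 10 counts in every library, and 4 are in the paper's group of this pattern. Of the 5 decreasing miRNAs, 2 were differentially expressed, 3 never had more than 10 counts, and 1 is in the paper's group. A threshold of 0.3 SD gave 12 increasing and 1 decreasing miRNA, and pooling over the transitions gave 14 and 10. No miRNA of either kind had the pattern in all 6 fits without 1 replicate. The change of the tumor-normal difference from week 10 to week 12 had no test of its own. The change from week 6 to week 12 was tested in edgeR, which does not tell at which transition a change occurred. It passed for 1 of the 237 miRNAs. With same-numbered libraries of a week as a block, an alternative chosen after seeing the data, it passed for 2.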

The groups of miRNAs with positive and negative transitions in their expression profiles are composed of 12 and 6 miRNAs, potentially regulating 141 and 49 genes, respectively. We analyzed the molecular functions of these three groups of gene targets (Additional file 2: Table S6). MiRNAs that become active in week 12 are particularly important, associated with protein phosphorylation, regulation of epithelial cell proliferation, calcium and WNT signaling pathways, cytoskeletal regulation by rho GTPase, and transmembrane transports, all of which are linked to metastasis during tumor progression at that stage. On the other hand, miRNAs with only decreased activity in week 12 are associated with transforming growth factor (TGF)-*β* signaling pathway. This is especially interesting given the metastatic role of this pathway in the later phases of breast cancer [48].

### Fatty acid metabolism and breast cancer progression

One hallmark of cancer is the deregulation of cellular energetics. Metabolism of tumorigenic cells is altered to assist their rapid proliferation and growth, invasion, and metastasis [49]. Despite the diverse behavior of different types of cancer, they usually share a similar rewiring of their metabolic pathways [50]. In addition to glycogen metabolism, of which the regulation and implication in cancer cell physiology have been extensively studied [51], fatty acid metabolism is also closely connected to cancer development due to its central role in energy storage, membrane proliferation, and generation of signaling molecules [50]. In our study, the FRP associated with fatty acid metabolism appear especially active in weeks 8, 10, and 12 of PyMT breast cancer progression.

In total, 31 genes and 67 miRNAs participate in fatty acid metabolism at any of the progression phases. Only six (*FAAH*, *ME1*, *OLR1*, *PPARG*, *PPARA*, and *SNCA*) of them appear to be simultaneously regulated by miRNAs at three different time points. Using the TCGA dataset [52], we studied their expression profiles in all breast cancer subtypes and found that *OLR1* and *FAAH* are consistently over-expressed while *SNCA*, *ME1*, *PPARA*, and *PPARG* are under-expressed in Her2, and luminal A and B subtypes (Fig. 6a). These six genes are also expressed in PyMT mice in different phases of cancer progression or along the whole tumor development (Fig. 6c). MiRNAs persistently regulating these genes in our model are miR-143, miR-27b, miR-141, miR-200a, and miR-148a (Fig. 6b).

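miR-27b, in an intron of 2010111I01Rik on chromosome 13 of mm9 (63402008 to 63402104), was over-expressed in tumor at all 4 weeks. Its log2 fold change was lowest at week 6, 1.45 (standard error 0.17), and highest at week 8, 2.16 (standard error 0.33), with the highest adjusted p at 0.00327 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.00140 with the replicate block). In each week the 3 tumor libraries lay above the 3 normal ones.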

**Fig. 6:**
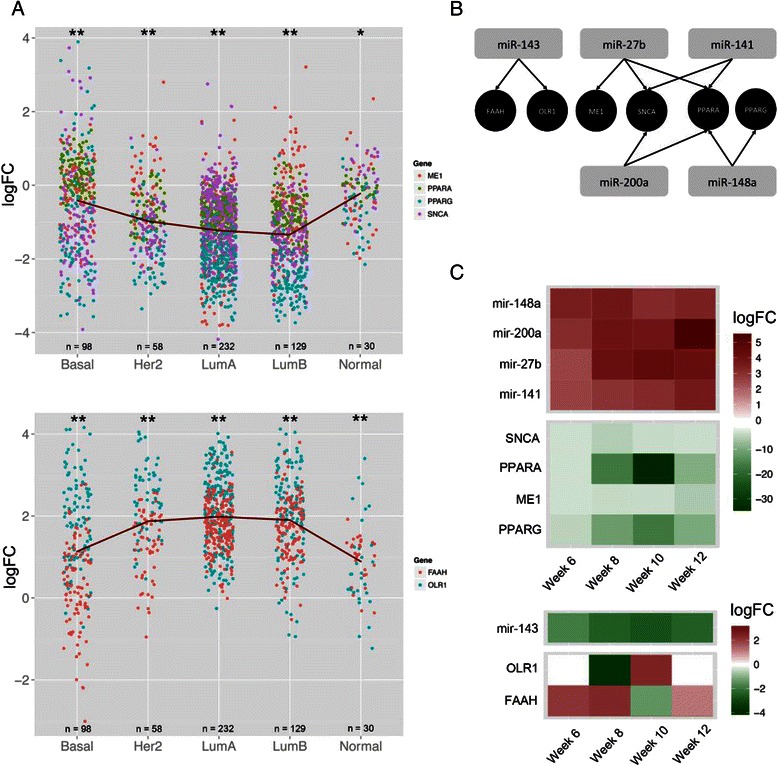
Regulation of fatty acid metabolism. **a** Expression profiles along all breast cancer subtypes in The Cancer Genome Atlas dataset of *OLR1*, *FAAH*, *SNCA*, *ME1*, *PPARA* and *PPARG* genes. *FC* fold change (expression in tumor samples divided by that in normal samples). **b** Recurrent regulatory network of fatty acid metabolism genes (**c**) Expression profiles of fatty acid metabolism genes and miRNA regulators in the PyMT mouse model. *Her2* human epidermal growth factor receptor 2, *LumA* and *LumB* luminal A and luminal B

It is particularly noteworthy that the expression of *PPARA* and *PPARG* are especially inhibited along the whole cancer progression, especially in week 10. As the peroxisome proliferator-activated receptors, they play key roles in fatty acid oxidation [53]. Although *PPAR* ligands in breast cancer cells remain to be identified, these two genes have been connected to breast cancer and the effects of using them as targets in plausible treatment have been studied [54]. In PyMT mice, miR-200a and miR-148a can regulate their expression, and thus changes in the expression of these miRNAs will probably also drive changes in the expression of both *PPAR* genes. 

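The log2 fold change of miR-200a, on chromosome 4 of mm9 from 155429005 to 155429094, was 1.75 at week 6, 2.15 at week 8, 1.95 at week 10 and 2.32 at week 12, with standard errors from 0.20 to 0.28. Its highest adjusted p over the weeks was 0.00196 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00131 with the replicate block. The normalized count at week 12 was 1852 ± 44.9 CPM in tumor and 372 ± 81.1 CPM in normal glands (SD, n = 3).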

In our study, we also observed the downregulation of *ME1* and *SNCA* transcription in PyMT mice, despite low variability in their expression during tumor development. ME1 is known to play an active role in glutamine metabolism, which produces NADPH, a cofactor important for nucleotide and lipid synthesis [55]; it has not been implicated in breast cancer by past studies. SNCA functions as a fatty acid binding protein and has been identified as a plausible target for early detection or risk assessment of breast cancer [56]. On the other hand, *OLR1* and *FAAH* are over-expressed at different time points during PyMT breast cancer progression. *OLR1* has been characterized as an oncogene in several cell lines, promoting proliferation, migration and inhibition of apoptosis and lipogenesis [57]. *FAAH* has also been reported to be over-expressed in breast cancer cells and studied as a plausible inhibition target for cancer treatment. In our study, sequence analysis showed that both genes contain sequences targetable by miR-143. The co-occurrence of the over-expression of *OLR1* and *FAAH* and the under-expression of miR-143 strongly indicates that both genes could be regulated by this miRNA.

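miR-143, on chromosome 18 of mm9 from 61808850 to 61808912, was under-expressed in tumor at all 4 weeks, with log2 fold changes of -0.77, -1.26, -1.47 and -1.44 at weeks 6, 8, 10 and 12. The adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ranged from 9.55e-04 to 0.0121 over the weeks, and was at most 0.00777 with the replicate block. At week 10 the normalized count was 77051 ± 15819 CPM in tumor and 212989 ± 30418 CPM in normal glands (SD, n = 3). Without 1 replicate, the log2 fold change stayed between -1.71 and -0.66, and the edgeR adjusted p rose to 0.0545 at week 6 and 0.0515 at week 12.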

## Conclusions

In this study we profiled the expression of miRNAs during breast cancer progression in the PyMT mouse model. This model closely resembles ER-positive luminal B breast cancer, a subtype of breast cancer that traditionally is poorly studied in humans. Instead of a particular cancer state, we considered the whole disease progression, sampling four time points to represent hyperplasia, adenoma, early carcinoma, and late carcinoma phases. By integrating miRNA and mRNA expression profiles, we identified 151 differentially expressed miRNAs and their target genes involved in the regulatory activities of cancer biology, with a strict dual nature of either upregulation or downregulation during the whole disease progression. From the comparison with miRCancer as an assessment of concordance with other miRNA studies as a whole, we observed high-level agreement in miRNA expression between breast cancer in PyMT mice and human cancers reported in previous studies. The expression profiles of several key miRNAs from PyMT mice in our study matched those from previously obtained ER-positive cancers, confirming the luminal B subtype status of the PyMT mouse model, while different expression profiles of signature miRNAs for the triple-negative subtype indicated their divergence. Using this model, we identified 82 novel breast cancer-related miRNAs, 35 of which can potentially regulate 271 protein-coding genes based on sequence complementarity and expression profiles. After a comprehensive study, we found that a subset of 26 novel miRNAs potentially regulate 69 genes that are implicated in biological processes related to cancer biology, including cell and focal adhesion functions, cell migration, and angiogenesis. During breast cancer progression in PyMT mice, genes regulated by significantly over-expressed miRNAs participate in cell adhesion or cell differentiation, biological processes related to the cancer progression and metastasis. Collated with cancer hallmarks, our study showed that genes targeted by miRNAs with perturbed expression in breast cancer in PyMT mice are involved in activating invasion and metastasis, sustaining proliferative signaling, and evading growth suppressors during the transition from adenoma to carcinoma. Finally, applying a novel clustering method to an annotated miRNA-mRNA regulatory network, we identified 84 FRPs, all of which are involved in cancer-related biological processes, including metabolism, endocytosis, transmembrane transport, and the cellular immune response.

## Abbreviations

ER, estrogen receptor; FRP, functional regulatory program; HER2, human epidermal growth factor receptor 2; KEGG, Kyoto Encyclopedia of Genes and Genomes; MB, maximal biclique; miRNA, microRNA; mRNA, messenger RNA; PR, progesterone receptor; PyMT, polyoma middle T antigen; RNA-seq, RNA sequencing; TCGA, The Cancer Genome Atlas

## Additional files

Additional file 1: Supplementary text with references and supplementary figures.
Additional file 2: Supplementary tables.

# Supplementary material for: MicroRNA expression and gene regulation drive breast cancer progression and metastasis in PyMT mice
**Source:** Breast Cancer Res. 2016 Jul 22;18:75. doi: 10.1186/s13058-016-0735-z
**Supplement:** Additional file 1: — Supplementary text with references and supplementary figures.

# supplementary text

## Expression of known breast cancer-related miRNAs in PyMT mice

Among miRNAs linked to breast cancer, many of them have been extensively studied to illustrate their functional roles in the disease. To investigate how these miRNAs are related to the tumor development in PyMT mice, we examined their expression patterns in our small RNA-seq time-series data.

MiR-17~92 are one of the best-studied miRNA clusters and have been shown to play a role in tumorigenesis [[1](#_ENREF_1)]. *PTEN* is one of the first validated gene targets of this cluster [[2](#_ENREF_2)]. During breast cancer progression in PyMT mice, our study shows that various members of the miR-17~92 cluster were statistically up-regulated at different time points, especially in weeks 10 and 12. Moreover, *PTEN* was down-regulated at the last three time points. 

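The mean log2 CPM of the 6 members of the cluster (miR-17, miR-18a, miR-19a, miR-19b, miR-20a and miR-92a) was higher in tumor by 1.34 at week 6, 1.26 at week 8, 1.40 at week 10 and 1.61 at week 12. Each of these differences has p = 0.1 in a two-sided exact permutation test, the smallest that 3 libraries against 3 can give. Over the weeks together the difference was 1.40 (p = 1.25e-05, exact permutation test within weeks, two-sided, the smallest the 160000 labellings can give). With labels exchanged only within same-numbered pairs, p was 4.88e-04 in the exact permutation test, also the smallest possible, and tumor was higher in 12 of 12 pairs. The difference moved most with normal replicate 1 left out, to 1.18, and was 1.32 with the size factors of DESeq2.

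In the weekly edgeR tests, miR-17, miR-19a and miR-92a passed the threshold at all 4 weeks, miR-18a and miR-20a at weeks 6, 10 and 12, and miR-19b at weeks 10 and 12. The log2 fold changes of miR-18a were 1.61, 1.68, 2.03 and 2.49, and those of miR-19b 0.43, 0.48, 0.68 and 0.78. With the replicate block, miR-18a and miR-20a were past the threshold at all 4 weeks. A change of the tumor-normal difference from week 6 to week 12 was not past the threshold for any of the 6 members.

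**Figure D3:**
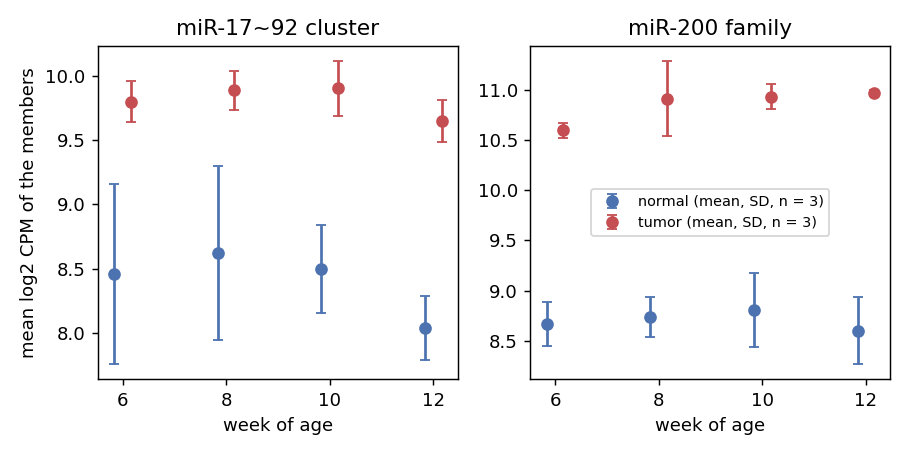
Mean log2 CPM of the members of the miR-17~92 cluster (left) and the miR-200 family (right) in normal glands (blue) and tumors (red) at each week, as the mean of 3 libraries with its SD. The tumor means lie above the normal means at every week, by 1.26 to 1.61 for the cluster and 1.93 to 2.36 for the family.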

The down-regulation of *PTEN* further activates the EMT process, one of the crucial steps during metastasis [[3](#_ENREF_3)] [[4](#_ENREF_4)]. In agreement with our results despite different breast cancer subtypes, deep sequencing of triple negative breast cancer samples revealed a threefold increase of miR-17~92 levels [[5](#_ENREF_5)].

In ER-positive breast cancer, it was shown that miR-18a/b directly bind the 3′ UTR of *ERα* and thus suppress its expression [[6](#_ENREF_6)]. In addition, miR-17 and miR-20 are overexpressed in metastatic breast cancer and have been shown to directly suppress *IL*-8 [[7](#_ENREF_7)]. Both *ERα* and *IL*-8 were strongly down-regulated along the four times points in PyMT mice. MiR-96 and miR-143 are two other miRNAs important in cancer. MiR-96 promotes tumor proliferation and invasion by targeting RECK in breast cancer [[8](#_ENREF_8)], while miR-143 suppresses the expression of Hexokinase 2 (HK2) [[9](#_ENREF_9)], which is required for tumor initiation and maintenance in mouse cancer models [[10](#_ENREF_10)]. The expression of these two miRNAs and their gene targets in PyMT mice are in agreement with previously published results. 

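For miR-96, log2 fold changes of 1.50, 1.70, 1.79 and 2.22 were found at weeks 6, 8, 10 and 12, with standard errors from 0.27 to 0.37. The highest adjusted p over the weeks was 0.0131 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00719 with the replicate block. The normalized count of miR-96 at week 12 was 141 ± 14.2 CPM in tumor and 30.3 ± 7.84 CPM in normal glands (SD, n = 3). That of miR-143 was 81389 ± 32629 CPM and 220529 ± 34531 CPM.

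**Figure D4:**
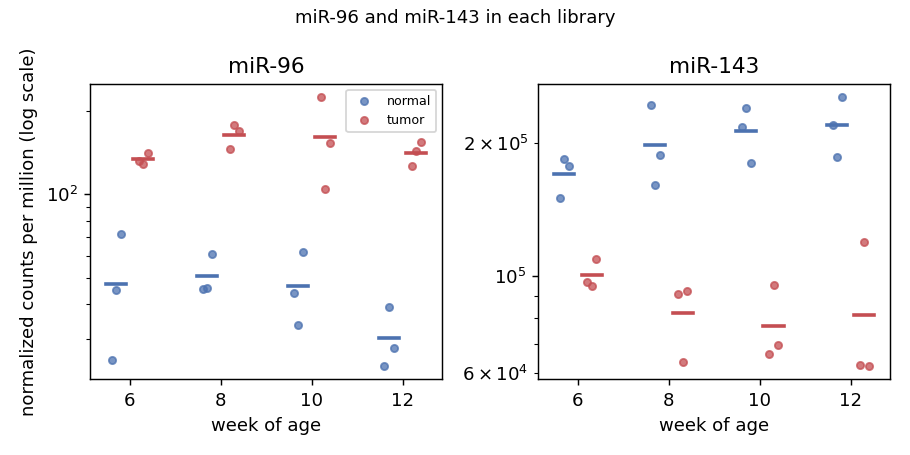
Normalized CPM of miR-96 and miR-143 (vertical axes, log scale) in each normal (blue) and tumor (red) library at weeks 6, 8, 10 and 12, with a bar at the mean of the 3 libraries. At every week the tumor libraries lie above the normal ones for miR-96 and below them for miR-143.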

Previous studies have shown that the miR-200 family (miR-200a/b/c, mir-141, and mir-429) suppresses EMT in metastasis, mediated mainly through the regulation of E-Cadherin (CDH1) transcriptional repressors ZEB1 and ZEB2 [[11](#_ENREF_11)] [[12](#_ENREF_12)]. This miRNA family was up-regulated, being ZEB1 strongly down-regulated and, therefore, CDH1 highly up-regulated. This expression pattern suggests a suppression of EMT, in agreement with the conclusion made by a previous that EMT is absent in luminal-like breast cancer [[13](#_ENREF_13)]. 

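The mean log2 CPM of the 5 members of the family (miR-200a, miR-200b, miR-200c, miR-141 and miR-429) was higher in tumor by 2.15 over the weeks together (p = 1.25e-05, two-sided exact permutation test within weeks, the smallest possible). The weekly differences were 1.93, 2.17, 2.12 and 2.36, each with the smallest p of 3 against 3. With labels exchanged only within same-numbered pairs, tumor was higher in 12 of 12 pairs (p = 4.88e-04, exact permutation test, the smallest possible). The size factors of DESeq2 moved the difference to 2.06, and left-out replicates kept it between 2.09 and 2.19. Each of the 5 members was past the threshold of the edgeR test at all 4 weeks, and miR-200b had the highest log2 fold change, 2.88 at week 12 (standard error 0.22).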

Another plausible explanation is that EMT could happen by the aforementioned regulation of PTEN.

MiR-10b is known to play a pivotal role in the development process [[14](#_ENREF_14)]. Together with miR-148a, -150, -199a, and -486, it is only expressed in normal mouse mammary epithelium and not in tumors, suggesting that they may have tumor suppressor activities [[15](#_ENREF_15)]. In the same study, miR-21, one of the most important miRNAs associated with cell migration and invasion in breast cancer cells [[16](#_ENREF_16)] [[3](#_ENREF_3)], was not found differentially expressed, indicating the different and complex regulatory networks associated with miRNAs in different kind of cells. In the case of miR-21, its metastatic activity is highly associated with the regulation of PTEN, also targeted by mir-17~92 cluster.

In our study, several miRNAs showed transcriptional activities different from previous reports. Studies have shown that miR-31 suppresses cancer metastasis in both human and mouse and is specifically attenuated in aggressive breast cancer cells through the regulation of pro-metastatic oncogenes like WAVE3 [[17](#_ENREF_17)], RhoA, and Radixin [[18](#_ENREF_18)]. Its activity has been associated mainly in the triple-negative breast cancer [[18](#_ENREF_18)]. Probably due to the differences between breast cancer subtypes, in our study miR-31 was up-regulated in PyMT breast cancer at all four time points. Indeed, a previous study showed very different expression profiles of miR-31 in the luminal and basal breast caner cells. 

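The log2 fold change of miR-31 was 2.79 at week 6, 3.83 at week 8, 3.23 at week 10 and 3.52 at week 12, with standard errors of 0.36, 0.38, 0.20 and 0.23 (n = 3 per group). The adjusted p ranged from 3.68e-05 to 0.00122 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was at most 5.98e-04 with the replicate block. The 3 tumor libraries held 4864 to 8509 counts at week 12, and the 3 normal libraries 651 to 994. Without 1 replicate, the log2 fold change stayed between 2.51 and 4.17.

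**Figure D5:**
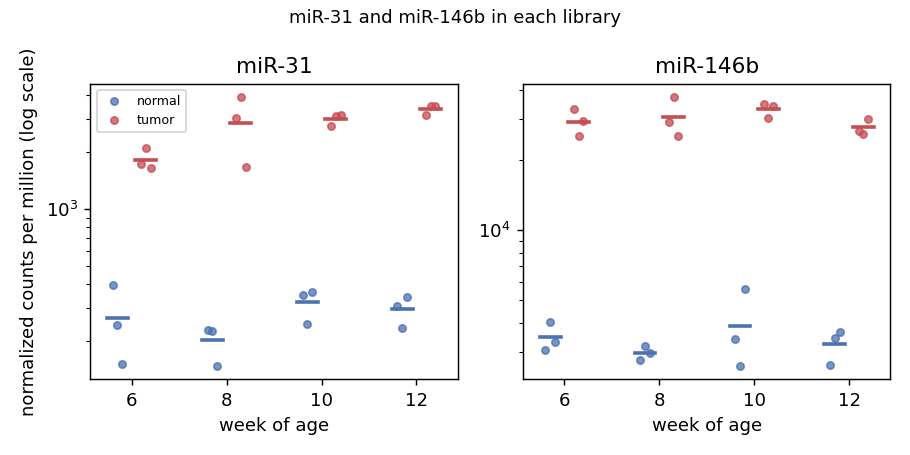
Normalized CPM of miR-31 and miR-146b (vertical axes, log scale) in each normal (blue) and tumor (red) library at weeks 6, 8, 10 and 12, with a bar at the mean of the 3 libraries. Every tumor library lies above every normal library of its week.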

While the mature miR-31 is highly expressed in MCF7, SKBr3, and T47D cell lines of the luminal breast cancer subtypes, to which breast cancer in PyMT mice belong, its expression is significantly reduced in BT549, MDA-MB-231, and MDA-MB-453S cell lines of the triple-negative breast cancer subtype [[19](#_ENREF_19)]. MiR-146 was previously reported to suppress migration and invasion in human breast cancer [[19](#_ENREF_19)], more related with triple negative breast cancers [[20](#_ENREF_20)]. 

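miR-146b lies in an intron of Tmem180 on chromosome 19 of mm9 from 46417252 to 46417360. In tumors it had 29376 ± 3909, 30660 ± 6149, 33248 ± 2398 and 27686 ± 2248 CPM at weeks 6, 8, 10 and 12, and in normal glands 3457 ± 503, 2966 ± 209, 3869 ± 1551 and 3240 ± 535 CPM (SD, n = 3). The log2 fold changes were 3.09, 3.37, 3.10 and 3.10, with the highest adjusted p at 2.25e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 1.30e-04 with the replicate block. They stayed between 2.81 and 3.56 with 1 replicate left out.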

In our study of mouse luminal-like breast cancer, miR-146b was up-regulated at all four time points.

We also examined in PyMT mice the expression of miR-9, another cancer-related miRNA, which activates the JAK-STAT pathway. Transported in microvesicles to endothelial cells, it targets SOCS5, causing endothelial cell migration and tumor angiogenesis in human [[21](#_ENREF_21)]. It has been observed that overexpression of miR-9 and down-regulation of miR-10b lead to EMT. This happens through the down-regulation of CDH1, which causes the release of beta-catenin in the nucleus of cells and the expression of VEGF [[22](#_ENREF_22)]. Despite such observations, the involvement of miR-9 in breast cancer is not clear. 

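miR-9 had log2 fold changes of 1.10 at week 6, 5.10 at week 8 and 2.51 at week 10, with standard errors of 0.54, 1.78 and 0.49. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the adjusted p was 0.118, 0.0573 and 0.00468, so that weeks 10 and 12 were past the threshold. At week 8, 1 of the 3 tumor libraries held 1511 counts and the others 44 and 20, against 21 to 54 in the normal libraries. Left-out replicates moved the week 8 value between 0.09 and 5.71. With the replicate block it was 2.01 (adjusted p = 0.0574, edgeR), while the classic exact test of edgeR gave 3 weeks past the threshold. The tumor libraries of week 12 held 661, 165 and 4263 counts.

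**Figure D6:**
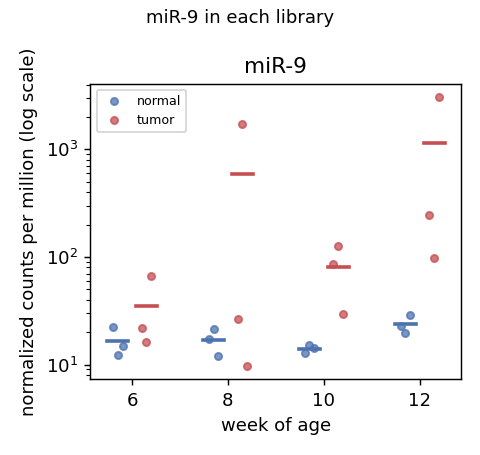
Normalized CPM of miR-9 (vertical axis, log scale) in each normal (blue) and tumor (red) library at weeks 6, 8, 10 and 12, with a bar at the mean of the 3 libraries. At week 8 a single tumor library stands far above the others, and at week 12 the tumor libraries spread over more than a factor of 10.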

In PyMT mice miR-9 was overexpressed at the last three time points, while SOCS5 was not differentially down-regulated. Moreover, as previously stated, CDH1 was up-regulated in our study, probably mediated by the miR-200 family. Considering the whole expression transitions at the four time points together, we found 17 potential gene targets of miR-9. Functional analysis of those genes with annotations by GO Biological Process and Interpro Domains identified the enrichment of multiple gene annotation terms. Enriched among important miR-9 gene targets such as Kcna2, Kcnq5, and Slc24a2, potassium ion channels and trans-membrane transport have been implicated in angiogenesis and cell migration, processes important to cancer pathophysiology [[23](#_ENREF_23)]. We hypothesis that miR-9 is involved in the regulation of mechanisms related to transmembrane transport by potassium channels to promote metastasis of the cancer.

# References

1. Mogilyansky E, Rigoutsos I: **The miR-17/92 cluster: a comprehensive update on its genomics, genetics, functions and increasingly important and numerous roles in health and disease**. *Cell death and differentiation* 2013, **20**(12):1603-1614.

2. Ventura A, Young AG, Winslow MM, Lintault L, Meissner A, Erkeland SJ, Newman J, Bronson RT, Crowley D, Stone JR *et al*: **Targeted deletion reveals essential and overlapping functions of the miR-17 through 92 family of miRNA clusters**. *Cell* 2008, **132**(5):875-886.

3. Han M, Liu M, Wang Y, Chen X, Xu J, Sun Y, Zhao L, Qu H, Fan Y, Wu C: **Antagonism of miR-21 reverses epithelial-mesenchymal transition and cancer stem cell phenotype through AKT/ERK1/2 inactivation by targeting PTEN**. *PloS one* 2012, **7**(6):e39520.

4. Jung CJ, Iyengar S, Blahnik KR, Jiang JX, Tahimic C, Torok NJ, de vere White RW, Farnham PJ, Zern M: **Human ESC self-renewal promoting microRNAs induce epithelial-mesenchymal transition in hepatocytes by controlling the PTEN and TGFbeta tumor suppressor signaling pathways**. *Molecular cancer research : MCR* 2012, **10**(7):979-991.

5. Farazi TA, Horlings HM, Ten Hoeve JJ, Mihailovic A, Halfwerk H, Morozov P, Brown M, Hafner M, Reyal F, van Kouwenhove M *et al*: **MicroRNA sequence and expression analysis in breast tumors by deep sequencing**. *Cancer research* 2011, **71**(13):4443-4453.

6. Leivonen SK, Makela R, Ostling P, Kohonen P, Haapa-Paananen S, Kleivi K, Enerly E, Aakula A, Hellstrom K, Sahlberg N *et al*: **Protein lysate microarray analysis to identify microRNAs regulating estrogen receptor signaling in breast cancer cell lines**. *Oncogene* 2009, **28**(44):3926-3936.

7. Yu Z, Willmarth NE, Zhou J, Katiyar S, Wang M, Liu Y, McCue PA, Quong AA, Lisanti MP, Pestell RG: **microRNA 17/20 inhibits cellular invasion and tumor metastasis in breast cancer by heterotypic signaling**. *Proceedings of the National Academy of Sciences of the United States of America* 2010, **107**(18):8231-8236.

8. Zhang J, Kong X, Li J, Luo Q, Li X, Shen L, Chen L, Fang L: **miR-96 promotes tumor proliferation and invasion by targeting RECK in breast cancer**. *Oncology reports* 2014, **31**(3):1357-1363.

9. Jiang S, Zhang LF, Zhang HW, Hu S, Lu MH, Liang S, Li B, Li Y, Li D, Wang ED *et al*: **A novel miR-155/miR-143 cascade controls glycolysis by regulating hexokinase 2 in breast cancer cells**. *The EMBO journal* 2012, **31**(8):1985-1998.

10. Patra KC, Wang Q, Bhaskar PT, Miller L, Wang Z, Wheaton W, Chandel N, Laakso M, Muller WJ, Allen EL *et al*: **Hexokinase 2 is required for tumor initiation and maintenance and its systemic deletion is therapeutic in mouse models of cancer**. *Cancer cell* 2013, **24**(2):213-228.

11. Li X, Roslan S, Johnstone CN, Wright JA, Bracken CP, Anderson M, Bert AG, Selth LA, Anderson RL, Goodall GJ *et al*: **MiR-200 can repress breast cancer metastasis through ZEB1-independent but moesin-dependent pathways**. *Oncogene* 2014, **33**(31):4077-4088.

12. Park SM, Gaur AB, Lengyel E, Peter ME: **The miR-200 family determines the epithelial phenotype of cancer cells by targeting the E-cadherin repressors ZEB1 and ZEB2**. *Genes & development* 2008, **22**(7):894-907.

13. Trimboli AJ, Fukino K, de Bruin A, Wei G, Shen L, Tanner SM, Creasap N, Rosol TJ, Robinson ML, Eng C *et al*: **Direct evidence for epithelial-mesenchymal transitions in breast cancer**. *Cancer research* 2008, **68**(3):937-945.

14. Lund AH: **miR-10 in development and cancer**. *Cell death and differentiation* 2010, **17**(2):209-214.

15. Zhu M, Yi M, Kim CH, Deng C, Li Y, Medina D, Stephens RM, Green JE: **Integrated miRNA and mRNA expression profiling of mouse mammary tumor models identifies miRNA signatures associated with mammary tumor lineage**. *Genome biology* 2011, **12**(8):R77.

16. Han M, Liu M, Wang Y, Mo Z, Bi X, Liu Z, Fan Y, Chen X, Wu C: **Re-expression of miR-21 contributes to migration and invasion by inducing epithelial-mesenchymal transition consistent with cancer stem cell characteristics in MCF-7 cells**. *Molecular and cellular biochemistry* 2012, **363**(1-2):427-436.

17. Sossey-Alaoui K, Downs-Kelly E, Das M, Izem L, Tubbs R, Plow EF: **WAVE3, an actin remodeling protein, is regulated by the metastasis suppressor microRNA, miR-31, during the invasion-metastasis cascade**. *International journal of cancer Journal international du cancer* 2011, **129**(6):1331-1343.

18. Valastyan S, Reinhardt F, Benaich N, Calogrias D, Szasz AM, Wang ZC, Brock JE, Richardson AL, Weinberg RA: **A pleiotropically acting microRNA, miR-31, inhibits breast cancer metastasis**. *Cell* 2009, **137**(6):1032-1046.

19. Augoff K, McCue B, Plow EF, Sossey-Alaoui K: **miR-31 and its host gene lncRNA LOC554202 are regulated by promoter hypermethylation in triple-negative breast cancer**. *Molecular cancer* 2012, **11**:5.

20. Garcia AI, Buisson M, Bertrand P, Rimokh R, Rouleau E, Lopez BS, Lidereau R, Mikaelian I, Mazoyer S: **Down-regulation of BRCA1 expression by miR-146a and miR-146b-5p in triple negative sporadic breast cancers**. *EMBO molecular medicine* 2011, **3**(5):279-290.

21. Zhuang G, Wu X, Jiang Z, Kasman I, Yao J, Guan Y, Oeh J, Modrusan Z, Bais C, Sampath D *et al*: **Tumour-secreted miR-9 promotes endothelial cell migration and angiogenesis by activating the JAK-STAT pathway**. *The EMBO journal* 2012, **31**(17):3513-3523.

22. Ma L, Young J, Prabhala H, Pan E, Mestdagh P, Muth D, Teruya-Feldstein J, Reinhardt F, Onder TT, Valastyan S *et al*: **miR-9, a MYC/MYCN-activated microRNA, regulates E-cadherin and cancer metastasis**. *Nature cell biology* 2010, **12**(3):247-256.

23. Pardo LA, Stuhmer W: **The roles of K(+) channels in cancer**. *Nature reviews Cancer* 2014, **14**(1):39-48.

# supplementary figures

**Supplementary Figure 1.** H&E Staining of tumor samples from PyMT mice at 6, 8, 10, 12 weeks of age

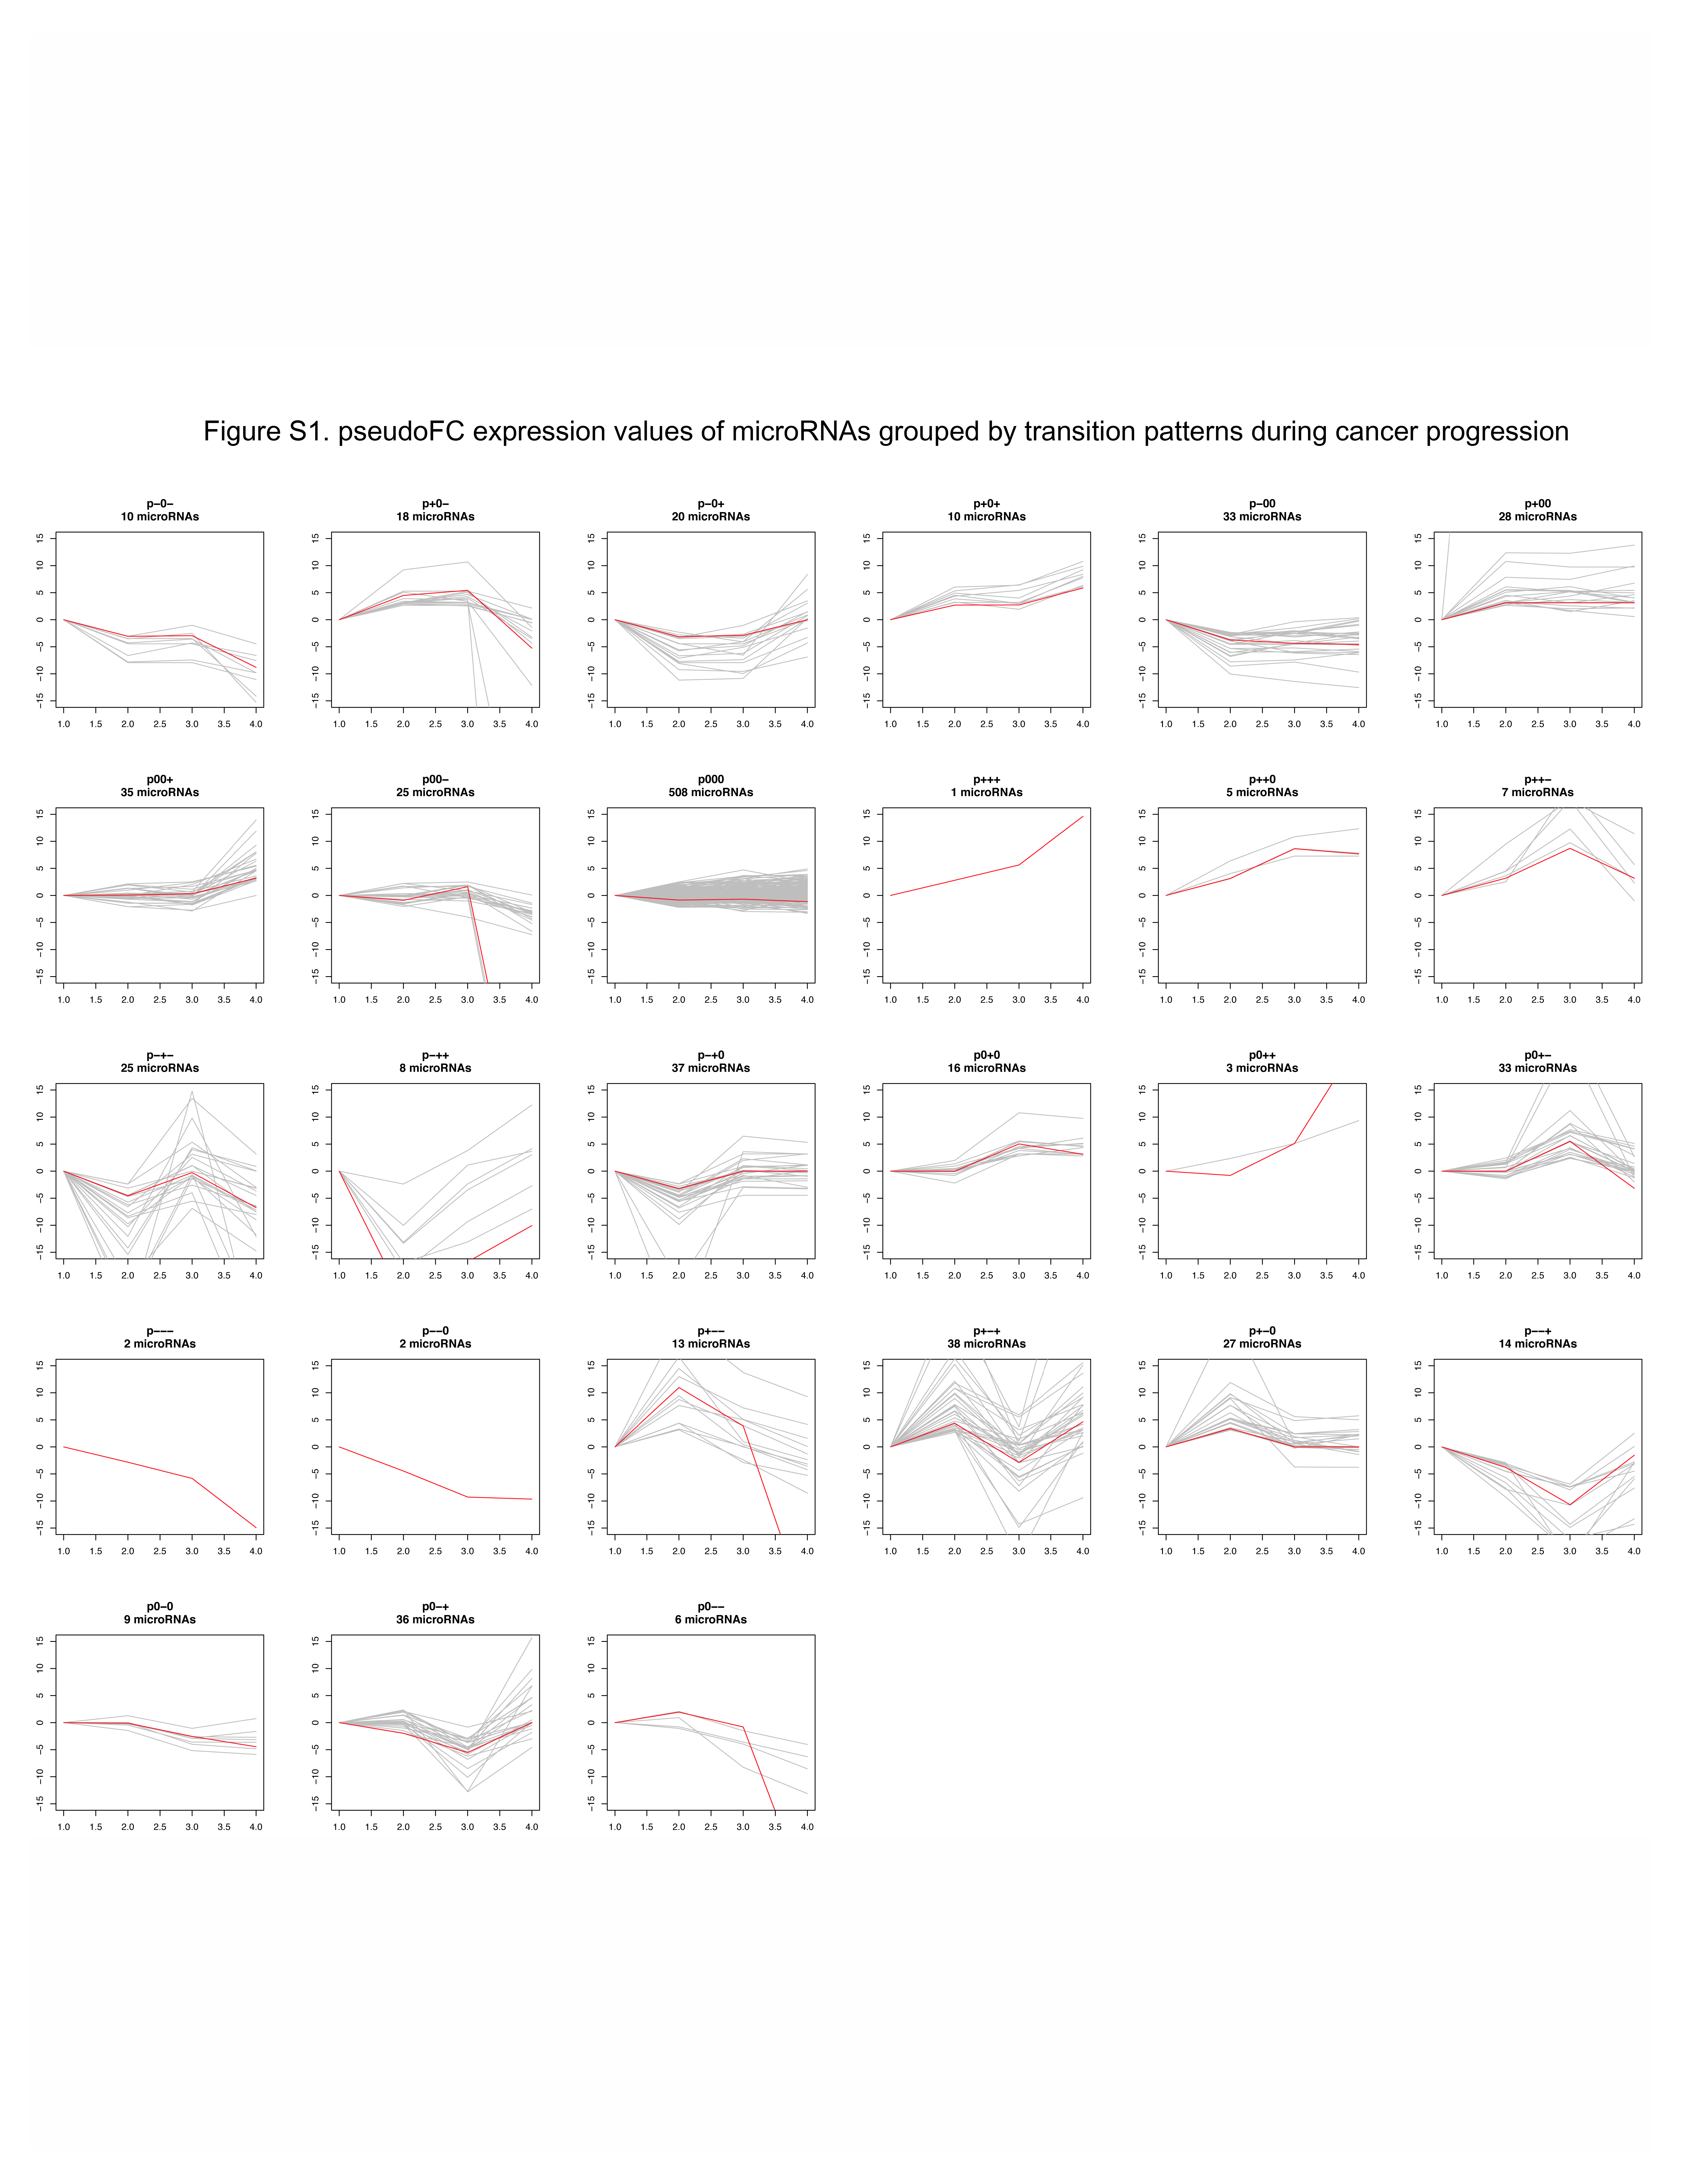

**Supplementary Figure 2.** Pseudo-FC expression values of miRNAs grouped by transition patterns during tumor progression.

How the deposited data were processed for this re-analysis (not part of the article)

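Small RNA libraries of mammary tumors from 3 PyMT mice and normal mammary glands from 3 age-matched FVB mice at each of weeks 6, 8, 10 and 12 were used, 24 libraries in 8 groups. The authors removed the barcode and adaptor, aligned reads of the length of mature miRNAs with Bowtie, counted the reads that overlap a miRBase miRNA and deposited these counts per miRNA without normalization. The paper names mm10 as the assembly, while the labels of the deposited libraries end in mm9. Groups, weeks and replicate numbers were taken from the sample labels. The labels also give the sequencing lane, and each group had libraries on both lanes. Replicate numbers pair a tumor with a normal library of the same week only through these labels, and the paper states no pairing.

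Total counts per library ranged from 1626022 to 3931375 in normal glands and from 1032241 to 2213972 in tumors. Between 280 and 308 miRNAs were detected in normal libraries and between 264 and 297 in tumor libraries. The detection floor of 3 counts corresponded to 0.763 to 1.84 CPM in normal libraries and 1.36 to 2.91 CPM in tumor libraries, before TMM normalization. Floors cover counting error only, since sequencing reads of amplified libraries are not independent molecules. The number of replicates, 3 per group, limits the precision further.

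Differential expression was tested with edgeR 4.0.16 in R 4.3.3, separately for each week, on the miRNAs that filterByExpr kept over all libraries and groups. TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment were used, with a threshold of 0.05 on the adjusted p-value. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Whether the tumor-normal difference varies between weeks, or changes from week 6 to week 12, was tested with interaction contrasts in a fit of all 24 libraries. Libraries of week 6 and week 12 were compared within normal glands and within tumors in the same way. Transition patterns followed the paper's rule of 0.4 SD around the mean, over the 364 miRNAs with at least 1 count. The miR-17~92 cluster and the miR-200 family were tested on the mean log2 CPM of their members (prior count 2) with exact permutation tests within weeks. Listed sets of muscle, blood, epithelial, stroma and lymphocyte miRNAs, of the Dlk1-Dio3 domain and of the Sfmbt2 gene were tested with fry of limma 3.58.1, with Benjamini-Hochberg adjustment over the 28 tests of 7 sets at 4 weeks.

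The alternatives were DESeq2 size factors, library sizes only, the Wald test of DESeq2 1.42.0, the classic exact test of edgeR, no filter, at least 10 counts in every library, a single fit of all libraries, the replicate number as a block, the sequencing lane as a covariate, an absolute log2 fold change of at least 1, and each replicate of tumor or normal left out in turn. Patterns were also computed with 0.3 SD and 0.5 SD, with pooled mean and SD, with the fold changes of the classic exact test and of DESeq2, and on filtered miRNAs. Families were also tested with a prior count of 0.5 and with labels exchanged within same-numbered pairs, and sets with camera. These choices and the rule for named miRNAs were made before the data were examined. Leaving out replicates for the miRNA sets, and same-numbered libraries of a week as a block in the interaction tests, were chosen after seeing the data. The miRNAs named are those the paper names in its text, legends and Additional file 1 that the file lists, and at each week the 3 with the highest and the 3 with the lowest log2 fold change among those past the threshold whose tumor and normal libraries do not overlap. miR-138, and miRNAs named in the closing text for how they vary between libraries, were chosen after their values were seen.

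The procedure was tested on simulated data with 60 changed miRNAs. The weekly test recovered 97.5% of changes of at least 2 log2 units, and 5.10% of its calls were unchanged miRNAs. Interaction tests recovered 87.5% of such changes. The simulation used a single dispersion for all miRNAs, lower than the common dispersion of 0.147 in the fit of all libraries. Recovery in the real data may thus be lower, above all for miRNAs that vary strongly between replicates. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the exact tests and plots. miRNA positions are those of the mm9 annotation, which matched 440 of the 510 names. mRNA sequencing, human tumor data and target predictions were not analysed here.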

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

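The listed miRNA sets and the counts of splits were set out beforehand, and the other tests of this part were chosen only after the result was seen.

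A signal that the paper does not analyse appeared between normal glands of different age. Between weeks 6 and 12, 25 of the 237 tested miRNAs differed in normal glands at an adjusted p-value under 0.05 in edgeR, all 25 lower at week 12, and 52 did at an unadjusted p-value under 0.05. All 25 belong to the 39 tested miRNAs of the Dlk1-Dio3 domain (p = 3.7e-24, Fisher's exact test). This test treats miRNAs as independent, while the 39 were measured in the same 6 libraries and moved together. Its p therefore overstates the evidence for a difference between the weeks, which the set test measures instead. Every one of the 39 had a lower value at week 12, with a median log2 fold change of -1.64 (adjusted p = 0.0295, fry). Other comparisons of the same libraries bear on technical explanations. With library sizes only, 25 of these calls were made again, after thinning to equal depth 21, without the 5 most counted miRNAs 16, and with the sequencing lane as a covariate 19. Of the normal libraries, 2 at week 6 and 1 at week 12 were on lane 1, so that lane and week overlap in part, and the calls not made again with the covariate cannot be told apart from a difference between lanes. A smaller share of stromal RNA at week 12 would lower the stroma set, which was higher by a median of 0.23 with 10 of 10 members higher. The calls did not hold in other fits. With the replicate number as a block 0 remained past the threshold, with 53 at an unadjusted p-value under 0.05. With any normal replicate left out the number was 0 as well. The block pairs different mice and the left-out fits have fewer libraries, so that both have less power. They cannot tell whether the calls rest on few libraries. For the set as a whole, the block gave a median of -1.72 with 39 of 39 members lower, not past the threshold (adjusted p = 0.115, fry). The mean log2 CPM of the set lay between 5.51 and 5.70 in the normal libraries of week 6 and between 3.57 and 4.41 in those of week 12, without overlap, where chance gives 10%. Replicate numbers of different weeks belong to different mice. Of the 4 splits of the 6 libraries that part same-numbered pairs, only the real one, 1 split, gave a count as large. With these 4 splits no smaller share is possible, and the other splits of the 6 libraries were not counted. An effect of the age of the gland on the domain as a whole is a candidate explanation. Differences between the glands or mice sampled at each week, other than age, were not tested.

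Between weeks 6 and 12, 43 miRNAs differed in tumors, 20 higher and 23 lower at week 12, and 90 at an unadjusted p-value under 0.05. Library sizes only gave 26 of these calls again, thinning 29, and leaving out the 5 most counted miRNAs 42. With the sequencing lane as a covariate, 19 of the calls were made again. The lanes were split between the weeks as in the normal glands, and the calls not made again cannot be told apart from a difference between lanes. Only the real split gave a count as large, 1 of the 4 splits. The listed sets that passed an adjusted p-value of 0.05 in fry were muscle (-4.37, adjusted p = 0.0480, 3 of 3 lower), epithelial (0.32, adjusted p = 0.0446, 10 of 11 higher), Dlk1-Dio3 (-0.69, adjusted p = 0.0480, 37 of 39 lower) and Sfmbt2 (0.94, adjusted p = 0.0480, 15 of 15 higher). With the block, these medians were -4.17, 0.32, -0.69 and 0.93, none past the threshold (adjusted p from 0.102 to 0.139, fry).

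The Dlk1-Dio3 set, which the paper does not discuss, was lower in tumors at week 6, by a median log2 fold change of -1.31 with 39 of 39 members lower (adjusted p = 0.00172, fry, against 0.00142 to 0.229 over the alternatives). With library sizes only, the median was -1.45. The set was -0.72, -0.72 and -0.43 at weeks 8, 10 and 12, with 37, 38 and 37 of 39 members lower, not past the threshold in the weekly tests (adjusted p from 0.105 to 0.188, fry). Over these 3 weeks together, the mean log2 CPM of the set was lower in the tumor library of 9 of 9 same-numbered pairs, by a mean difference of -0.60 (p = 0.00391, two-sided exact permutation test with labels exchanged within pairs, the smallest possible, and p = 0.00875 in the exact permutation test within weeks), which speaks against a difference confined to week 6. Whether it is larger at week 6 is not settled, since the change from week 6 to week 12 was not past the threshold (adjusted p = 0.151 over the 7 sets, fry of limma), with a median of 0.87 and 38 members higher. In the normal glands, the mean log2 CPM of the set was 5.62, 4.69, 4.37 and 4.02 over the weeks, and in tumors 4.31, 3.98, 3.70 and 3.59. As 1 of the 4 splits, the real one alone gave a median as large.

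miR-138 was chosen after its values were seen. The tumor-normal difference of its log2 CPM changed by -2.08 from week 6 to week 12 (standard error 0.43, adjusted p = 0.0239, edgeR's quasi-likelihood test, from 0.0144 to 0.0822 over the alternatives and thinned data), and it was the only miRNA past the threshold in this test, against 31 at an unadjusted p-value under 0.05. Its log2 fold change was 0.03 at week 6 and -2.08 at week 12. In normal glands it had 25.3 and 43.6 CPM at these weeks, and in tumors 25.5 and 10.2 CPM. A single library does not account for the size of the change, since leaving out any replicate gave from -2.33 to -1.80, but only 1 of these 6 fits was past the threshold (adjusted p from 0.0149 to 0.295). Thinning to equal depth gave -2.35, library sizes only -1.71, and same-numbered libraries of a week as a block, chosen after seeing the data, -2.17. At least as many calls were made in 5 of the 32 splits that exchange the weeks, and as many at an unadjusted p-value in 13 of them, so that a single call of this kind may arise by chance.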

How the results depend on the processing

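The alternatives are those of the processing summary. The cause was not tested for any change given here.

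Named miRNA values and comparisons were recomputed under the alternatives that could give them. At least 10 counts in every library gave 118 of the 152 named values, since the other miRNAs did not reach that minimum, and the alternatives not run are named at the end. For named miRNAs, 1416 of 1486 values kept direction and side of the threshold, 29 were weaker, 40 stronger and 1 reversed. With replicates left out, 842 of 912 did, 50 were weaker, 15 stronger and 5 reversed. The block made 14 named values stronger and 1 weaker. Among comparisons, 57 of 372 values changed, and 59 of 372 with a replicate left out. The number with opposite directions stayed 0 throughout. The shift that library sizes caused in the median of all miRNAs was -0.14, -0.13, -0.019 and 0.18 log2 units at weeks 6, 8, 10 and 12.

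An absolute log2 fold change of at least 1 gave 43 under-expressed miRNAs at week 6 (70) and 38 at week 10 (65), with the reported number in parentheses. At week 8 the block gave 131 differentially expressed (84) and 68 under-expressed miRNAs (32). The Wald test gave 50 and the single fit 52 under-expressed there, and library sizes 33 over-expressed (52). The change from week 6 to week 12 (1) was called for 0 with library sizes, 3 with the Wald test, 2 with at least 10 counts, 2 with lane and 2 with pairs within weeks as a block, chosen after seeing the data. The normal glands of weeks 6 and 12 (25) gave 41 with the Wald test, 15 with at least 10 counts and 0 with the block. The tumors (43) gave 27 with library sizes, 20 with lane and 22 with the fold change minimum.

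Positive patterns (43) numbered 27 at 0.5 SD and 23 on filtered miRNAs, negative ones (34) 21 on filtered miRNAs and 17 when pooled. Increases confined to the last transition (7) numbered 4 at 0.5 SD, 12 at 0.3 SD, 0 on filtered miRNAs and 14 pooled, and decreases (5) 1 at 0.3 SD, 1 on filtered miRNAs, 2 with DESeq2 and 10 pooled.

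With camera, no set was past the threshold (adjusted p from 0.229 to 0.934, against the fry values of the main results). The medians it left unchanged were 1.79, 2.15, 2.00 and 2.22 for the epithelial set, -0.84, -1.16, -1.17 and -1.42 for stroma, -1.31 for Dlk1-Dio3 at week 6, 1.42, 1.37, 1.57 and 1.69 for Sfmbt2, -2.25 for muscle at week 8, -0.014 and -0.26 for lymphocyte at weeks 10 and 12, and -1.38 for blood at week 12. With the block, no longer past the threshold were Sfmbt2 at weeks 6 and 8 (1.46 and 1.44), muscle at week 8 (-2.22), stroma at weeks 8 and 12 (-1.17 and -1.47), lymphocyte at weeks 10 and 12 (-0.0046 and -0.23) and blood at week 12 (-1.45). Library sizes reversed the lymphocyte set at week 6 (-0.044) and weakened it at week 12 (-0.14).

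Across the 6 fits that each left out 1 replicate, differentially expressed miRNAs ranged from 78 to 150 at week 6, 50 to 81 at week 8 and 74 to 120 at week 12. Over-expressed ones ranged from 44 to 72 at week 6 and 32 to 48 at week 8, and under-expressed ones from 30 to 78, 18 to 33, 37 to 71 and 24 to 52 over the weeks and from 63 to 105 together. At 2 or more time points the range was 90 to 132. Differences that vary between weeks ranged from 0 to 2, the change from week 6 to week 12 from 0 to 1, tumors of weeks 6 and 12 from 0 to 29, and normal glands gave 0 in all 3 fits. Positive patterns ranged from 17 to 46, negative from 20 to 50, last-transition increases from 3 to 18 and decreases from 0 to 16. Set medians, from replicates left out after seeing the data, ranged from -0.98 to -0.40, -2.44 to -1.06, -1.35 to -0.64 and -1.67 to -1.22 for blood over the weeks, from -0.088 to 0.35, -0.12 to 0.063 and -0.39 to -0.13 for lymphocyte at weeks 6, 10 and 12, from -2.43 to -1.63 and -7.55 to 5.00 for muscle at weeks 8 and 10, and from -1.04 to -0.61 for Dlk1-Dio3 at week 10. Reversed were lymphocyte at week 6 (-0.088 without tumor replicate 1, -0.014 without normal replicate 1) and at week 10 (0.063 without tumor replicate 2, 0.043 without normal replicate 3). The muscle set at week 10 was reversed as well (5.00 without normal replicate 3). Without normal replicate 3, miR-1a (5.00), miR-133a (5.45) and miR-133b (4.46) at week 10 and miR-21 at week 6 (0.082) reversed, and without normal replicate 2, miR-196a at week 12 (3.72). Over the fits without a replicate, these ranged from -6.70 to 5.00, -7.55 to 5.45, -7.94 to 4.46, -0.33 to 0.082 and -6.74 to 3.72. miR-21 at week 12 reversed with library sizes (0.065).

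Not run were the exact test for interactions, the Wald test and the fold change minimum for the difference that varies between weeks, and a single fit for comparisons between weeks. The file lists no copies apart, so none were summed. Depth limits miRNAs near the floor: after thinning to 1032241 counts, the weekly calls numbered 123, 88, 126 and 112, and at least 82.7% of the main calls were among them.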

Differences from the paper's values

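The paper's text gives 80 miRNAs at 2 or more time points and Table S1 lists 78, while 140 were found here. In this part, a gap is called closed where a value lies within a set margin of the paper's, not where it equals it. For counts the margin is a ratio of at most 3 to 2. For log2 fold changes it is the pooled SD of log2 CPM between replicates. A closed gap does not tell whether the paper used that setting. Of the alternatives set before the data were examined, the exact test of edgeR and at least 10 counts in every library (115 each) closed this gap. A log2 fold change of at least 1 (102), and leaving out tumor replicates 1, 2 or 3 (91, 90 and 96) or normal replicate 2 (115), did as well, and the others did not.

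At week 6, Table S1 gives 84 differentially expressed miRNAs, 39 over-expressed and 45 under-expressed, against 139, 69 and 70 here. For the 84, the exact test (124), at least 10 counts (104), the fold change minimum (93), and leaving out tumor replicates 1, 2 or 3 (89, 78 and 101) or normal replicate 2 (123) closed the gap. For the 39, library sizes (56), at least 10 counts (55), the fold change minimum (50) and leaving out tumor replicates 1 or 2 (44 and 48) did. For the 45, the exact test (63), no filter (66), at least 10 counts (49), a single fit (64), the fold change minimum (43), and leaving out tumor replicates 1, 2 or 3 (45, 30 and 41) or normal replicate 2 (62) did. At week 10, the paper's 79 stood against 143, and the exact test (109), at least 10 counts (112), the fold change minimum (100), and leaving out tumor replicates 1, 2 or 3 (105, 103 and 111) or normal replicate 2 (115) closed the gap. The paper's 26 under-expressed miRNAs of week 10 stood against 65, and the fold change minimum (38) and leaving out tumor replicates 1 or 2 (39 and 37) closed it. Other alternatives did not close these gaps.

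Of the transition patterns, the paper gives 18 negative against 34 here, closed on filtered miRNAs (21), with pooled mean and SD (17) and without tumor replicates 1 or 3 (24 and 20). The paper's 26 positive patterns stood against 43, closed with 0.5 SD (27), on filtered miRNAs (23), without tumor replicate 1 (29) and without normal replicate 2 (33). The paper's 12 increases confined to the last transition stood against 7, closed with 0.3 SD (12), pooled (14) and without normal replicate 1 (18). The shared miRNAs were 12 of the positive, 7 of the negative, 4 of the increasing and 1 of the decreasing group. The counts cover unlike sets, since only 112 of the 364 miRNAs classified here also have a pattern listed by the paper. Of these 112, 64 had the same pattern in both. The pattern counts therefore cannot tell a different setting from a different set of miRNAs, also where a gap was closed.

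The log2 fold change of miR-466e was 3.15 at week 8 against the paper's 2.46, closed without tumor replicate 1 (2.92) and without normal replicate 3 (2.89). At week 10 it was 3.41 against the paper's 3.06, closed without tumor replicate 2 (3.20) and without normal replicate 2 (3.18). At week 12 it was 3.28 against the paper's 4.11, and none of the alternatives closed the gap. For miR-31 at week 12 it was 3.52 against the paper's 3.70, closed by library sizes (3.69), without tumor replicate 2 (3.61) and without normal replicates 1 or 3 (3.55 and 3.60). For miR-17 at week 12 it was 1.54 against the paper's 1.67, closed by DESeq2 size factors (1.55), library sizes (1.66), the Wald test (1.55), at least 10 counts (1.56), without tumor replicate 2 (1.66) and without normal replicate 2 (1.59). Over the 63, 50, 53 and 62 miRNAs of Table S1 tested at weeks 6, 8, 10 and 12, the median absolute difference from the paper's log2 fold changes was 0.13, 0.12, 0.0069 and 0.18 here and 0.017, 0.016, 0.011 and 0.0090 with library sizes, the smallest of all settings at weeks 6, 8 and 12.

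Of the 154 miRNAs in Table S1, 23 are not listed in the file, 10 are at 0 in every library, 19 were below the filter and 102 were tested, 98 of which were called here in the same direction. Over the weeks, 27 of the paper's calls on tested miRNAs were not called here, all by some setting: 22 with the replicate block, 12 with a single fit and 9 each with the exact test and the Wald test. Among named miRNAs, miR-196a at weeks 8, 10 and 12 was called with the block, and at week 10 also without normal replicate 3. miR-1a, miR-133a and miR-133b were called at week 6 without normal replicate 3, and at week 10 with the block. miR-18a at week 8 was called with the Wald test, the exact test, at least 10 counts, a single fit, the block, lane and without normal replicate 3. miR-9 at week 8 was called with the exact test, no filter, at least 10 counts, a single fit and without tumor replicates 1 or 3. miR-592 was called at week 8 with DESeq2 size factors, library sizes, the exact test, a single fit, the block and without normal replicate 3, and at week 10 with the exact test, a single fit, the block, lane and without normal replicate 3. miR-486 at week 8 was called with the Wald test, the block and without tumor replicate 3. The smallest absolute log2 fold changes listed in Table S1 are 1.25, 1.44, 1.34 and 1.44 at weeks 6, 8, 10 and 12, and 71, 44, 85 and 58 of the calls here were smaller.

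The paper states that over-expressed miRNAs grow in number along the time points. The paper's Table S1 lists 39, 35, 53 and 55 over the weeks, with a lower number at week 8, and here they numbered 69, 52, 78 and 69, lower at week 8 as well and no higher at week 12 than at week 6. A single fit of all libraries gave 69, 70, 71 and 76, a rise at every step, which no other setting gave. The number was higher at week 12 than at week 6 also with library sizes (69 and 56), no filter (65 and 63), the block (66 and 64), the fold change minimum (55 and 50), and without tumor replicates 1 (55 and 44) or 2 (63 and 48) or normal replicate 2 (68 and 61). The paper describes miR-9 as over-expressed at the last 3 time points, and here it was past the threshold at weeks 10 and 12 (adjusted p = 0.0573 at week 8, edgeR). Among the miRNAs the paper names as most changed, miR-466p, miR-3105, miR-5128, miR-6539, miR-6909 and miR-7648 have no entry, and miR-466f, miR-206, miR-208b, miR-211, miR-653 and miR-1963 had between 27 and 101 counts in all and were not tested.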

Other observations

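The listed miRNA sets and the counts of splits were set out beforehand, and the other tests of this part were chosen only after the result was seen.

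Other splits of the libraries were compared with the real one, among those that part same-numbered tumor and normal libraries. At each week, 1 of the 4 splits, the real one, gave as many differentially expressed miRNAs, and the same held for over-expressed and for under-expressed miRNAs. The other splits gave 0 calls, and from 0 to 7 at an unadjusted p-value under 0.05. With 4 splits, no smaller share is possible. Over the weeks together, 100 of the 2048 splits were drawn. As many miRNAs were differentially expressed at 1 or more time points in 2 of the 100, and at 2 or more time points in 2. As many were over-expressed in 24 and under-expressed in 19, where each counts the larger of both directions, and in each of these splits tumor stays apart from normal in at least 2 weeks. No opposite directions together with as many calls occurred in 1, the real split. Since only 2 of the 100 reached as many calls at all, this share says little about the directions. Differences that vary between weeks were as many, at an unadjusted p-value, in 53. As many positive patterns were found in 32, negative in 60, increases confined to the last transition in 61 and decreases in 74. For the sets, 1 of the 4 splits had a median as large, except for muscle at week 6 (2) and week 10 (3), blood at week 8 (2) and lymphocyte at weeks 6 and 10 (4 each).

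Many miRNAs differed between tumor and normal libraries. Without the 5 most counted miRNAs, at least 94.8% of each week's calls were made again, and after thinning to equal depth at least 82.7%. The epithelial set was higher in tumors by a median of 1.79 to 2.22 over the weeks (adjusted p at most 0.00230, fry, with 9 of 11 members or more higher). The stroma set was lower by a median of -0.84 to -1.42 (adjusted p at most 0.0125, fry, 10 of 10 lower). With the replicate block, the stroma set was not past the threshold at weeks 8 and 12. With camera, neither set was past it at any week (adjusted p from 0.229 to 0.303). The smallest of the epithelial medians, 1.79, cannot tell a larger share of epithelial RNA from regulation within cells. The Sfmbt2 set was higher by 1.37 to 1.69 with 15 of 15 members higher. Over the alternatives, its median ran from 1.28 to 2.29 at week 6 and from 1.26 to 2.94 at week 8. At weeks 10 and 12 it ran from 1.55 to 3.48 and from 1.69 to 3.05. Each upper end equals the log2 fold change of miR-466b in the main test, a member with at least 10 counts in every library. The upper ends therefore do not describe the 15 members together. With the replicate block, the Sfmbt2 set was not past the threshold at weeks 6 and 8. Its members varied together across libraries with a median correlation of 0.22, and 2 of 1000 random lists of as many miRNAs reached it. Reads shared between copies and a shared transcript may both give such values, and they were not told apart.

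Tumor and normal libraries of the same week and number deviated from their groups together, with correlations from 0.03 to 0.82 in 12 of 12 pairs. Tumor and normal libraries on the same lane with different numbers had a mean correlation of -0.27 over 8 pairs, against -0.14 for libraries on different lanes. At weeks 8, 10 and 12 it was -0.25, -0.78 and -0.26, against -0.18, -0.019 and -0.0022. The lower values were on the same lane, the reverse of what the lane would give. At week 6 it was 0.21, against -0.36 for libraries on different lanes, so that at this week the pattern cannot be told apart from a difference between lanes. The smallest chi-square per degree of freedom between a tumor and a normal library was 1356, which speaks against a library counted in both groups. Without the muscle and miR-196 miRNAs the mean correlation was 0.14, positive in 8 of 12 pairs, with p = 0.00386 in the exact test of matchings. Among 8 miRNAs tested, miR-196a (p = 0.0031, adjusted p = 0.0247) and miR-196b (p = 0.0069, adjusted p = 0.0278) matched by number in the exact permutation test, and for the other miRNAs of the Hox clusters the smallest p was 0.060. The position of the gland on the body may lie behind the values of miR-196a, which were chosen for this test because of how they vary, and it was not told apart from other causes. The ratio of miR-196a to miR-196b counts lay between 0.87 and 1.24 in the 10 libraries with over 100 counts of both, and was as low as 0.017, from 4 and 237 counts, among the 13 libraries with over 100 counts of either. Reads shared in full between near-identical copies would have kept the ratio near 1 in these as well.

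Muscle miRNAs varied between libraries of the same group. miR-133a took 0.0038% to 9.19% of the counts of a library, and miR-1 and miR-133a were highest in the same library in 7 of 8 groups, where chance gives 33.3% (p = 0.00259, exact binomial test). miR-1 and miR-133b were in 5 of 8 groups. A transcript shared by miR-1 and miR-133a does not account for miR-206, which lies on chromosome 1 and had 75 counts in all, and whose deviations from the group means had a correlation of 0.89 with those of miR-1 (adjusted p = 0.00206, exact permutation test within groups, one-sided, over 4 listed muscle miRNAs). For miR-133b, on the same chromosome, it was 0.95 (adjusted p = 0.00257), and for miR-208b, with 31 counts, 0.45 (adjusted p = 0.167). RNA from skeletal muscle in some libraries is a candidate explanation, and shared control of these miRNAs was not told apart from it.

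Of the 56 miRNAs that the annotation places only on the X chromosome, 55 were at 0 in every library, against 18.75% of 384 others (p = 3.11e-33, Fisher's exact test). The exception is let-7f, which the annotation lists once and the RefSeq table as 2 genes. A count that left out the X chromosome is a candidate explanation, and the 55 miRNAs at 0 do not by themselves tell where it would have happened. All 10 of the Table S1 names placed only on the X chromosome were at 0. The paper lists these 10 as differentially expressed, which argues against counts of 0 for them in its own analysis. For these 10, the deposited counts thus differ from those behind Table S1.

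miR-10b, miR-150 and miR-199a, which the paper names in Additional file 1, were under-expressed at all 4 weeks with log2 fold changes from -2.51 to -0.91, -2.66 to -0.77 and -1.41 to -0.96 (highest adjusted p of 0.00851, 0.0232 and 0.0209 in edgeR, and 0.00220, 0.0340 and 0.00417 with the replicate block). miR-486 was under-expressed at week 12 alone, by a log2 fold change of -1.69 (adjusted p = 0.0176, edgeR), and at 3 weeks with the block. An earlier study that the paper cites there places miR-148a with these miRNAs, as expressed in normal epithelium and not in tumors. In these data miR-148a went the other way. It was over-expressed in tumor at all 4 weeks, with log2 fold changes from 1.57 to 2.06 (highest adjusted p = 0.00901 in edgeR). miR-21 was past the threshold at no week (log2 fold changes -0.18, 0.28, 0.32 and -0.092), without or with the block, and at an unadjusted p-value under 0.05 at week 10 only. Further miRNAs among the 3 highest or lowest of a week were miR-539, miR-380 and miR-377, lower by log2 fold changes of -2.61, -2.16 and -2.10 at week 6, and miR-129 and miR-708, with -2.85 and -2.74 at week 8. With 1 replicate left out, the week 8 value of miR-129 ranged from -4.45 to -1.84, past the threshold in 2 of 6 fits. That of miR-708 stayed past it in all 6.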
